# Knowledge-based matrix factorization temporally resolves the cellular responses to IL-6 stimulation

**DOI:** 10.1186/1471-2105-11-585

**Published:** 2010-11-30

**Authors:** Andreas Kowarsch, Florian Blöchl, Sebastian Bohl, Maria Saile, Norbert Gretz, Ursula Klingmüller, Fabian J Theis

## Abstract

**Background:**

External stimulations of cells by hormones, cytokines or growth factors activate signal transduction pathways that subsequently induce a re-arrangement of cellular gene expression. The analysis of such changes is complicated, as they consist of multi-layered temporal responses. While classical analyses based on clustering or gene set enrichment only partly reveal this information, matrix factorization techniques are well suited for a detailed temporal analysis. In signal processing, factorization techniques incorporating data properties like spatial and temporal correlation structure have shown to be robust and computationally efficient. However, such correlation-based methods have so far not be applied in bioinformatics, because large scale biological data rarely imply a natural order that allows the definition of a delayed correlation function.

**Results:**

We therefore develop the concept of graph-decorrelation. We encode prior knowledge like transcriptional regulation, protein interactions or metabolic pathways in a weighted directed graph. By linking features along this underlying graph, we introduce a partial ordering of the features (e.g. genes) and are thus able to define a graph-delayed correlation function. Using this framework as constraint to the matrix factorization task allows us to set up the fast and robust graph-decorrelation algorithm (GraDe). To analyze alterations in the gene response in *IL-6 *stimulated primary mouse hepatocytes, we performed a time-course microarray experiment and applied GraDe. In contrast to standard techniques, the extracted time-resolved gene expression profiles showed that *IL-6 *activates genes involved in cell cycle progression and cell division. Genes linked to metabolic and apoptotic processes are down-regulated indicating that *IL-6 *mediated priming renders hepatocytes more responsive towards cell proliferation and reduces expenditures for the energy metabolism.

**Conclusions:**

GraDe provides a novel framework for the decomposition of large-scale 'omics' data. We were able to show that including prior knowledge into the separation task leads to a much more structured and detailed separation of the time-dependent responses upon *IL-6 *stimulation compared to standard methods. A Matlab implementation of the GraDe algorithm is freely available at http://cmb.helmholtz-muenchen.de/grade.

## Background

With the availability of high-throughput 'omics' data, more and more methods from statistics and signal processing are applied in the field of bioinformatics [1]. Direct application of such methods to biological data sets is essentially complicated by three issues, namely *(i) *the large-dimensionality of observed variables (e.g. transcripts or metabolites), *(ii) *the small number of independent experiments and *(iii) *the necessity to take into account prior information in the form of e.g. interaction networks or chemical reactions. While *(i) *may be tackled by targeted analysis, feature selection or efficient dimension reduction methods, the issue of low number of samples (experiments) may hinder the transfer of methods. For example, with cDNA microarrays, the number of genes (*p*) is usually much larger than the experiment size *n *(number of arrays). Quantitative data from experiments are often classified as 'small-*n*-large-*p*' problems [2] and algorithms that are currently being developed are tailored for such kind of data. Detailed prior information is in general best handled by Bayesian methods [3], which are however not straight-forward to formulate in small-*n*-large-*p *problems.

Here, we focus on the unsupervised extraction of overlapping clusters in data sets exhibiting properties *(i-iii)*. If applied to gene expression profiles acquired by microarrays or metabolic profiles from mass spectrometry, we can interpret these clusters as jointly acting species (cellular processes). While partitioned clustering based on *k*-means [4] or hierarchical clustering [5] has been successful in some domains and is often the initial tool of choice for data grouping, overlapping clusters are better described by fuzzy techniques [6] or linear models [7]. Focusing on the latter, we can essentially summarize these techniques as matrix factorization algorithms. Constraining the factorization using e.g. decorrelation, statistical independence or non-negativity then leads to algorithms like principal component analysis (PCA), independent component analysis [8] and nonnegative matrix factorization [9], respectively. Although such methods are successfully applied in bioinformatics [10-12], they partially run into issues *(i-iii) *as described above. In particular, it is not clear how to include prior knowledge, which has been a quite successful strategy in other contexts [13]. A first step towards this direction is network component analysis (NCA) [14,15]. It integrates prior knowledge in form of a multiple-input motif to uncover hidden regulatory signals from the outputs of networked systems, a task also covered in [16]. Hence, it focuses on the estimation of single gene's expression profiles, not in a linear decomposition of a data set into overlapping clusters. NCA poses strict assumptions on the topology of this predefined network, which makes it hardly applicable to mammalian high-throughput 'omics' data. Moreover, feedbacks from the regulated species back to the regulators are treated only as 'closed-loops', without explicitly modeling the feedback structure.

To overcome these constraints, this contribution provides a novel framework for the linear decomposition of data sets into expression profiles. We present a new matrix factorization method that is computationally efficient *(i)*, able to deal with the low number of experiments *(ii) *and includes as much prior information as possible *(iii)*. In order to achieve computational efficiency coupled with robust estimation, we use delayed correlations instead of higher-order statistics. In signal processing, this strategy has been shown to be advantageous [17,18] for two reasons: such methods use more information from the data without over-fitting it and they can be formulated as second order techniques. This is crucial for the application to microarray data, since dimensionality tends to be high in this environment.

However, delayed correlations can usually not be computed in the case of biological high-throughput experiments such as in microarray samples. While time-resolved experiments may provide correlations, the number of temporal observations is commonly too small (<10) for the estimation of time-delayed correlations.

Hence, we instead pose factorization conditions along the set of genes or other biological variables. We link these variables using prior knowledge e.g. in the form of a transcription factor or protein-protein interaction (PPI) network, metabolic pathways or *via *explicitly given models. Using this information enables us to define a graph-decorrelation algorithm that combines prior knowledge with source-separation techniques, for illustration see Figure 1. In case of gene expression analysis the input of GraDe are the expression data and an underlying regulatory network. After applying GraDe, we obtain two matrices, a mixing and a source matrix. We interpret the sources as the biological processes and the mixing coefficients as their time-dependent activities. Hereby, the extracted sources group the genes' expression that can be explained by the underlying regulatory network, e.g. different responses of a cell to an external stimulus.

**Figure 1:**
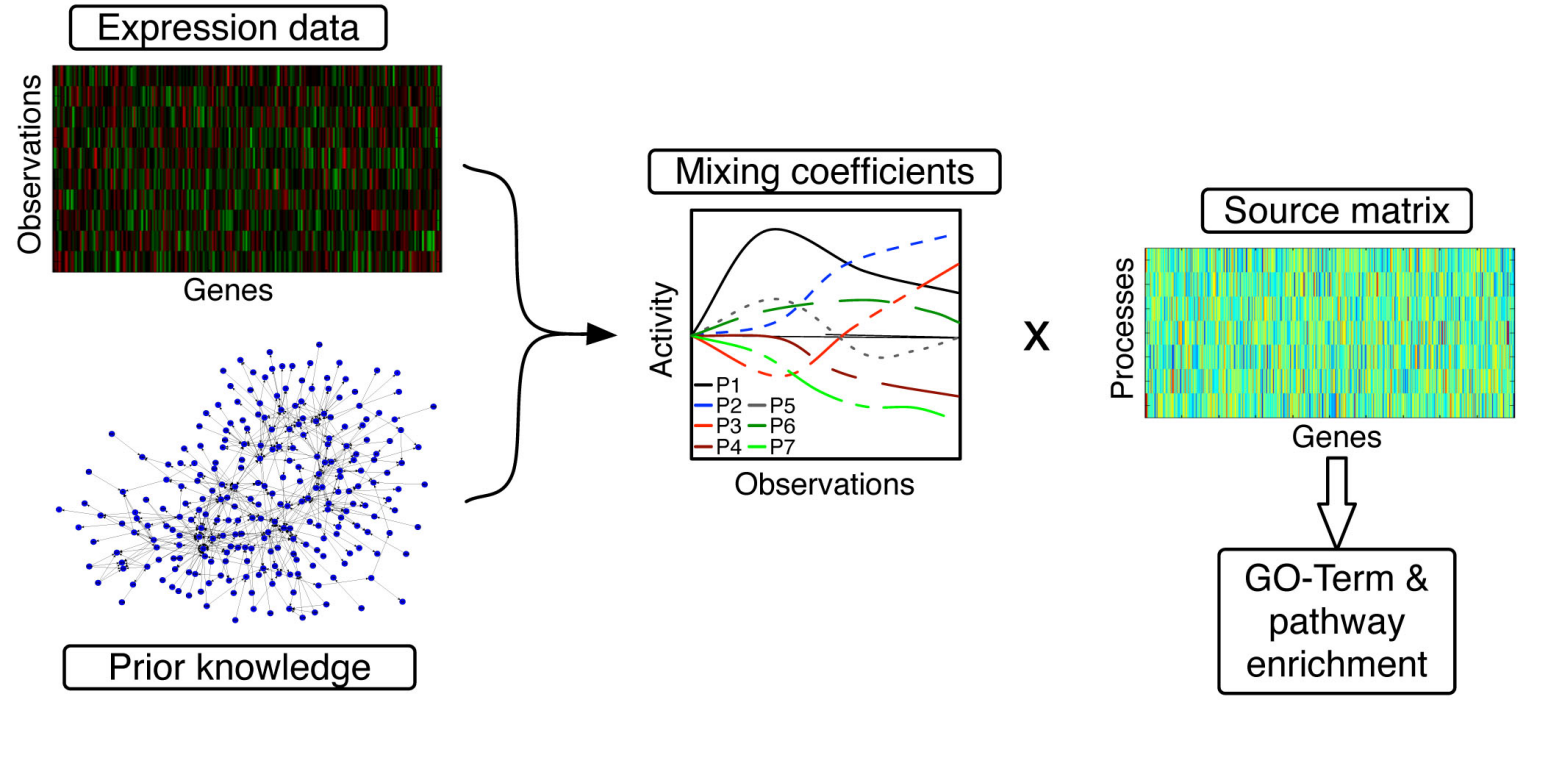
**GraDe: Graph-decorrelation algorithm**. In cells, various biological processes are taking place simultaneously. Each of these processes has its own characteristic gene expression pattern, but different processes may overlap. A cell's total gene expression is then the sum of the expression patterns of all active processes, weighted by their current activation level. The GraDe algorithm combines a matrix factorization approach with prior knowledge in form of an underlying regulatory network. The input of GraDe is the transcriptional expression data, where observations can be different conditions or a time points, and the underlying regulatory network (prior knowledge). GraDe decomposes the observed expression data into the underlying sources *S *and their mixing coefficients A. Analyzing time-course microarray data, we interpret these sources as the biological processes and the mixing coefficients as their time-dependent activities. Observations indicate their expression behavior either in the different conditions or time-points and activity their activation strength. We further filter process-related genes by taking only the genes with the strongest contribution in each process. Finally, we test for enrichment of cellular processes (GO) and biological pathways (KEGG).

The cytokine interleukin IL-6 mediates the production of acute phase proteins by hepatocytes and promotes liver regeneration [19]. In order to unveil the multi-layered temporal gene responses in these processes, we measure gene expression in *IL-6 *stimulated mouse hepatocytes by a time-course microarray experiment. Applying GraDe with a literature based gene regulatory network, we are able to infer associated biological processes as well as the dynamic behavior of *IL-6 *related gene expression. In addition, we find that the estimated factors are robust against the high number of false positives contained in large-scale biological databases.

## Results and Discussion

The activation of gene regulatory processes upon external stimulations induces a re-arrangement of cellular gene expression patterns. Matrix factorization techniques are currently explored in the analysis of such multi-layered and overlapping temporal responses. In the following, we propose an algorithm that incorporates prior knowledge as a constraint to the factorization task (see Figure 1).

### Algorithm: Matrix factorization incorporating prior knowledge

In signal processing, various matrix factorization techniques have been developed that employ intrinsic properties of data to decompose them into underlying sources [17,18,20]. These methods are based on *delayed correlations *that can be defined for data having a temporal or spatial structure. For instance, the *time-delayed correlation matrix *of a centered, wide-sense stationary multivariate random process **x**(*t*) is defined as

(1) $${\left({\text{C}}_{\text{x}}(\tau )\right)}_{ij}:=E({\text{x}}_{i}(t+\tau ){\text{x}}_{j}{\left(t\right)}^{\text{T}}),$$

where E denotes expectation. Here, off-diagonal elements detect time-shifted correlations between different data dimensions. For *τ *= 0 this measure reduces to the common cross-correlation. Given *l *features, e.g. genes, aggregated in a data matrix **X**, e.g. mRNA expression data, the cross-correlation matrix can be easily estimated with the unbiased variance estimator:

(2) $${\text{C}}_{\text{X}}=\frac{1}{l-1}\text{X}{\text{X}}^{\text{T}}.$$

However, the experimentally generated quantitative data sets we face in bioinformatics rarely imply a natural order like which allows defining a generic kind of delayed correlation. We therefore generalize this concept by introducing prior knowledge that links features (e.g genes) along a pre-defined underlying network. This network may be large-scale, but can be also an explicitly given small-scale process. Moreover, integrated information may be of qualitative (e.g. interaction) as well as quantitative nature (e.g. interaction strength, reaction rates).

#### Graph-delayed correlation

We encode prior knowledge in a directed, weighted graph G:=(V,ℰ,w) defined on vertices V∈{1,…,l} corresponding to our features. The edges ℰ are weighted with weights *w*: ℰ → ℛ. These are collected in a *weight matrix ***W **∈ ℛ^*l*×*l*^, where *w_ij _*specifies the weight of edge *i *→ *j*. Note that our weights may be negative, and *G *may contain self-loops. For any vertex i∈V, we denote by *S*(*i*) := {*j*|(*i*, *j*) ∈ ℰ} the set of *successors of i*, by *P*(*i*) := {*j*|(*j*, *i*) ∈ ℰ} its *predecessors*.

The graph *G *introduces a partial ordering on the *l *features. We use the weight matrix **W **as propagator for an activity pattern X ∈ ℛ^*l *^of our features and define the *G-shift ***x**^*G *^of **x **as the vector with components

(3) $$x_{i}^{G}:=\sum_{j\in P(i)}{\text{W}}_{ji}x_{j}.$$

Recursively, we define any positive shift **x**^*G*^(*τ *) (see Figure 2). For negative shifts we replace predecessors *P*(*i*) by successors *S*(*i*), which formally corresponds to a transposition of the weight matrix **W**. Using the convention of trivial weights for non-existing edges of *G*, we can extend the above sum to all vertices. Gathering available m experiments (rows) into a data matrix **X **∈ ℛ^*m *× *l *^, we obtain the simple, convenient formulation of a G-shifted data set

**Figure 2:**
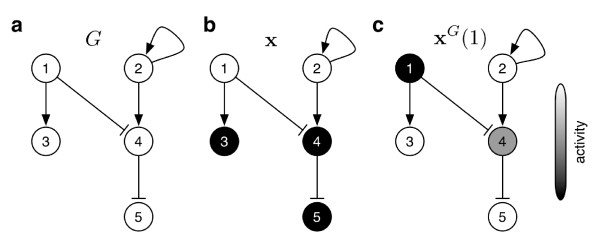
**Illustration of the *G*-shift**. Illustration of the *G*-shift in the unweighted graph *G *shown in (**a**). We start with an initial node activity **x **depicted in (**b**). We use the graph as propagator for the time evolution of this pattern: after one positive shift we achieve the activity pattern x^*G*^(1) in (**c**).

(4) $${\text{X}}^{G}(\tau )=\{\begin{array}{cc} \text{X}{\text{W}}^{\tau } & \tau \geq 0\\ \text{X}{\left({\text{W}}^{\text{T}}\right)}^{\tau } & \tau <0 \end{array}.$$

After mean removal, we may assume that each row of **X **is centered. Then, in analogy to the unbiased estimator for cross-correlations in Equation 2, we define the *graph-delayed (cross)-correlation*

(5) $${\text{C}}_{\text{X}}^{G}(\tau ):=\frac{1}{l-1}{\text{X}}^{G}(\tau ){\text{X}}^{\text{T}}=\frac{1}{l-1}(\text{X}{\text{W}}^{\tau }{\text{X}}^{\text{T}}).$$

Note that our definition includes the standard time-delayed correlation by shifting along the line graph 1 → 2 → ... → *l - *1 → *l*.

The graph-delayed correlation is only symmetric if the used graph shows this feature which is, for instance in regulatory networks, rarely the case. For our following derivations, a symmetric generalized correlation measure however will turn out to be very convenient. In the remainder of this work, we will therefore use the *symmetrized graph-delayed correlation*

(6) $${\bar{\text{C}}}_{\text{X}}^{G}(\tau )=\frac{1}{2}({\text{C}}_{\text{X}}^{G}(\tau )+{\text{C}}_{\text{X}}^{G}{\left(\tau \right)}^{\text{T}}).$$

Enforcing the symmetry property is strategy has been often applied in the case of temporally or spatially delayed correlations. It has also been demonstrated that symmetrization stabilizes the estimation of the cross-correlations from data [8]. Moreover, it can be shown that asymptotically using either normal or symmetrized correlations end up giving the same eigenvectors [17].

#### Factorization model

The linear mixing model for the input data matrix **X **∈ ℛ^*m*×*l *^is given by

(7) X=AS+ε.

Here, the matrix of source contributions **A **∈ ℛ^*m*×*n *^(*m *≥ *n*) is assumed to have full column rank. The sources **S **∈ ℛ^*n*×*l*^are uncorrelated, zero-mean stationary processes with nonsingular covariance matrix. We allow for a noise term *ε *∈ ℛ^*m*×*l*^, which is modeled by a stationary, white zero-mean process with variance *σ*^2 ^. We assume white unperturbed data $\tilde{\text{X}}:=\text{A}\text{S}$ (possibly after whitening transformation). In other words, we interpret each row of **X **as linear mixture of the *n *sources (rows of **S**), weighted by mixing coefficients stored in **A**. Without additional restrictions, this general linear blind source-separation problem is underdetermined.

Here, we assume that the sources have vanishing graph-delayed cross-correlation with respect to some given graph *G *and all shifts *τ*. Formally, this means that ${\bar{\text{C}}}_{\text{S}}^{G}(\tau )$ is diagonal. We observe

(8) $${\bar{\text{C}}}_{\text{X}}^{G}(\tau )=\{\begin{array}{cc} \text{A}{\bar{\text{C}}}_{\text{S}}^{G}(\tau ){\text{A}}^{\text{T}}+\sigma^{2}\text{I}, & \tau =0\\ \text{A}{\bar{\text{C}}}_{\text{S}}^{G}(\tau ){\text{A}}^{\text{T}} & \tau \neq 0 \end{array}.$$

Clearly, a full identification of **A **and **S **is not possible, because Equation (7) defines them only up to scaling and permutation of columns: Multiplication of a source by a constant scalar can be compensated by dividing the corresponding row of the mixing matrix by the scalar. Similarly, the factorization implies no natural order of the sources. We can take advantage of the scaling indeterminacy by requiring our sources to have unit variance, i.e. ${\bar{\text{C}}}_{\text{S}}^{G}(0)=\text{I}$ With this, as we assumed white data $\tilde{\text{X}}$, we see that **AA**^T ^= I, i.e. **A **is orthogonal. Thus, the factorization in Equation (8) represents an eigenvalue decomposition of the symmetric matrix ${\bar{\text{C}}}_{\text{X}}^{G}(\tau )$. If additionally we assume that ${\bar{\text{C}}}_{\text{S}}^{G}(\tau )$ has pairwise different eigenvalues, the spectral theorem guarantees that **A **- and with it **S **- is uniquely determined by **X **except for permutation. The reason why we focused on the symmetrized instead of the simple graph-delayed correlation matrix was precisely that we wanted to have a symmetric matrix, because then the eigenvalue decomposition is well defined and also simple to compute.

However, we have to be careful, because we cannot expect ${\bar{\text{C}}}_{\text{X}}^{G}(\tau )$ to be of full rank. Obviously, we require more features than obtained sources (*l *» *m*), hence in general rank(**X**) = *m*. If *G *contains an adequate amount of information, rank(**W**) is of order *l *and since *l *» *m*, rank $\left({\bar{\text{C}}}_{\text{X}}^{G}(\tau )\right)$ is essentially determined by (the upper bound) *m*. Hence, when analyzing high-throughput biological data linked by underlying large-scale networks, we can extract as many sources as observations are available.

#### The GraDe algorithm

Equation (8) also gives an indication of how to solve the matrix factorization task in our setting. The first step consists of whitening the no-noise term $\tilde{\text{X}}=\text{A}\text{S}$ of the observed mixtures **X**. The whitening matrix can be easily estimated from **X **by diagonalization of the symmetric matrix ${\bar{\text{C}}}_{\tilde{\text{X}}}^{G}(0)={\bar{\text{C}}}_{\text{X}}^{G}(0)-\sigma^{2}\text{I}$, provided that the noise variance *σ*^2 ^is known or reasonably estimated. If more signals than sources are observed, dimension reduction can be performed in this step. Insignificant eigenvalues then allow estimation of the noise variance, compare [17]. Now, we may estimate the sources by diagonalization of the single, symmetric graph-delayed correlation matrix ${\bar{\text{C}}}_{\text{X}}^{G}(\tau )$. Altogether, we subsume this procedure as GraDe algorithm. In summary, the input of GraDe is *(i) *a expression matrix **X **∈ ℛ^*m*×*l *^containing m experiments and l genes and *(ii) *a *weight matrix ***W **∈ ℛ^*l*×*l *^containing the prior knowledge. We obtain a mixing matrix **A **∈ ℛ^*m*×*n *^(*m *≥ *n*) and a source matrix **S **∈ ℛ^*n*×*l *^. In the case of gene expression data analysis the sources can be interpreted as biological processes and the mixing coefficients as their time-dependent activities. A Matlab implementation is freely available at http://cmb.helmholtz-muenchen.de/grade.

Including prior knowledge into the source-separation task may introduce bias in the patterns that are pre-defined and, in turn, the analysis and results obtained. It is important to note that annotation of biological knowledge is biased and under permanent change. Therefore, when using gene regulatory networks as prior knowledge one has to keep in mind that this information is subject to annotation bias. Thus the density of connections in certain regions of the network might be higher due to the fact that these parts are better explored. In the case of classification problem, recent studies have shown that methods can be improved in terms of classification accuracy by including prior knowledge into the classification process [21]. These methods benefit from the fact that genes are not treated as independent. Hence, most of these methods are based on the hypothesis that genes in close proximity, which are connected to each other, should have similar expression profiles. The same assumption may be transferred to source-separation methods. Applying standard methods like ICA or PCA, implies the assumption that all data points, i.e. in our setting the expression levels of different genes are sampled i.i.d. from an underlying probability density. This assumption is obviously not fulfilled, since the genes' expression values are the read-outs of different states of a complex dynamical system: Genes obey dynamics along a transcription factor network. Instead of ignoring the genes' dependencies, we here proposed to explicitly model them using prior knowledge given within a gene-regulatory network. Therefore, one of the key advantages of GraDe is to overcome the assumption of the independencies. Applying GraDe to time-course expression data (see section *Validation of the time-dependent signals*), we will show that including prior knowledge into the source separation task leads to an improvement compared to fully-blind methods like PCA. Finally, we believe that with increasing quality and amount of biological knowledge, methods incorporating prior knowledge will increase in performance as well.

### Illustration of GraDe

In order to illustrate GraDe, we analyze two toy examples. We first focus on a bifan structure shown in Figure 3a and assume to have six genes from the time-courses of expression levels depicted in Figure 3b. For data generation, the system is simulated by ordinary differential equations:

**Figure 3:**
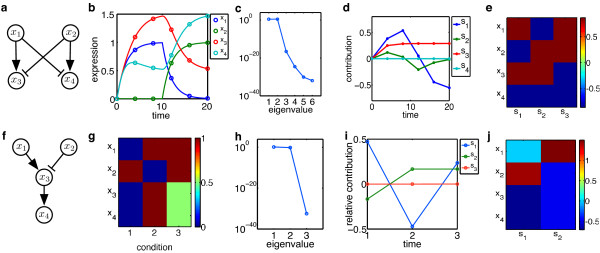
**Illustration of GraDe**. For the bifan motif in **a **we take 6 genes (dots) from the simulated time-courses in **b **(for parameters see Additional file 1) and apply GraDe: **c **shows the eigenvalues of the decomposition in GraDe. In **d **we plot the time-courses of the extracted sources *s*_1 ... _*s*_6_, hence the curves are the columns of the mixing matrix. From **c **we see that only the first three sources are relevant, which are visualized as heat-map **e**. For our second example **f **we assume to know expressions in different conditions as shown in **g**. The factorization by GraDe is visualized in sub figures **h **to **j**.

(9) $$\frac{\text{d}x_{i}(t)}{\text{d}t}=-\gamma_{i}x_{i}(t)+\sum_{j\in P(i)}f_{ji}(x_{j}(t)).$$

where we model interactions by sigmoidal Hill functions [22]. In this case, one input x_1 _is active until time-point 10, when it is turned off and instead production of x_2 _is switched on. Consequently, x_3 _peaks at time 10, but also x_4 _shows an early activation due to low expression of its inhibitor. Applying GraDe (with the known bifan topology, but without access to the underlying ODE system), we find that three sources are sufficient to explain the data (Figure 3b). From the extracted sources and their time-courses (shown in Figure 3e and 3d) we see that the strongest source s_1 _represents the externally controlled inputs and the network topology: the source couples *x*_1 _and *x*_3_, and in opposite direction *x*_2 _and *x*_4_. Therefore, GraDe is able to recover the two processes. Source *s*_2 _has the lowest contribution to the total expression values and is needed for fine-tuning the combined dynamics, as we obtain an early activation of *x*_4 _due to low expression of its inhibitor. Consequently, the source *s*_2 _is active at time-points 2 and 4, i.e. immediately after the switching operations. Source *s*_3 _again reflects the crossover inhibitions, accordingly its time-course is at. This source groups the input of the network, which could be linked e.g. to pathway stimulation. For our second example we use the funnel structure in Figure 3f, where we defined the expression values for three different input conditions (Figure 3g). Eigenvalues and the factorization obtained by GraDe are visualized in Figure 3h-j. Source *s*_1 _again reflects the network topology, by grouping the cascade genes, while s_2 _allows the reconstruction of the last condition. As we expect, GraDe are able to recover the two independent inputs. Applying GraDe to two different toy examples, we are able to show that GraDe is applicable both time-course as well as conditional experiments. In both cases, GraDe identifies the different responses and inputs of the system.

### Application: IL-6 mediated responses in primary hepatocytes

In liver, the cytokine interleukin *IL-6 *mediates two major responses. First, it induces hepatocytes to produce acute phase proteins upon infection-associated in inflammation. These proteins include complement factors to destroy or inhibit growth of microbes. In addition, *IL-6 *promotes liver regeneration and protects against liver injury [19]. *IL-6 *regulates several cellular processes such as proliferation, differentiation and the synthesis of acute phase proteins [23]. Upon binding to its cell surface receptor, *IL-6 *activates the receptor associated Janus tyrosine kinase (JAK) 1 - signal transducer and activator of transcription (STAT) 3 - signal transduction pathway. The latent transcription factor STAT3 is translocated to the nucleus after activation and subsequently alters gene expression.

To identify the biological responses to *IL-6 *in a time-resolved manner, we stimulated primary mouse hepatocytes with 1 nM *IL-6 *up to 4 hours and analyzed the changes in gene expression by microarray analysis. 

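RNA of primary mouse hepatocytes was measured on 12 Affymetrix arrays, 3 before stimulation (0 h) and 3 at each of 1 h, 2 h and 4 h after 1 nM IL-6. Every later array came from stimulated cells, so an effect of IL-6 and one of time in culture cannot be told apart. The paper states that the stimulations and the control were each done in triplicate. It does not say whether the 3 replicates of a time came from separate preparations of cells or separate animals. The p-values therefore measure only the spread between these arrays. The authors summarized the arrays by RMA, which corrects background, sets the distributions equal and gives 1 log2 value per probe set. The deposited values were used as they stand, with medians from 3.32 to 3.39 over the arrays. After leaving out 64 control probe sets, the 4 times were fitted together with limma for 45037 probe sets, with 3 arrays a time, which limits the precision. P-values were adjusted by Benjamini-Hochberg within each comparison, and an adjusted p under 0.05 is what higher and lower mean below. For a gene, the probe set with the highest mean over the 12 arrays stands, among those annotated to that gene alone, which covers 18193 genes. The array annotation gives a probe set its gene, and errors are standard errors from the same fit unless stated otherwise. In addition 42 lists of genes, from acute phase proteins to markers of other liver cells, were fixed before the data were examined. Of their 1075 entries 959 had a probe set of their own, and only these are counted. Each list was also set against the other genes with limma's camera, at a preset correlation of 0.01 between genes and at one estimated from the arrays. The difference between the 3' and the 5' control probe sets, which shows RNA degradation, ran from -0.15 to -0.10 for Gapdh and from 0.24 to 0.33 for beta-actin on the log2 scale. In simulated data of the same size, limma recovered 61 of 67 probe sets with a log2 change of 1 at 1 h, and 35 of 67 with a change of 0.5. It also called 11 unchanged probe sets there.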

In a first approach, we extracted all genes that were significantly regulated compared to time point 0 h. 

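Within 1 h of IL-6 more probe sets were higher than lower than in unstimulated hepatocytes, 926 against 470. At 2 h 2107 were higher and 1363 lower, and at 4 h 1888 and 1624. Among the strongest rises stood Tifa, an adaptor of NF-kB signalling, at a log2 change of 1.79 ± 0.099 at 1 h, and Il33, a cytokine of the interleukin-1 family, at 1.46 ± 0.138 at 4 h. The ephrin ligand Efna1 rose by 1.24 ± 0.064 at 1 h. Among the strongest falls stood Uox, the urate oxidase of liver peroxisomes, at -1.61 ± 0.055 at 4 h, and Hpgd, which inactivates prostaglandins, at -1.61 ± 0.066. G0s2, an inhibitor of triglyceride breakdown, fell by 1.17 ± 0.065 at 1 h. Each of these 6 passed limma's test at an adjusted p of 6.5e-05 or lower. Between the stimulated times, 462 probe sets were higher and 437 lower at 2 h than at 1 h, while 143 were higher and 359 lower at 4 h than at 2 h. The balance of directions depended on the scaling: from 1 h to 2 h it was 512 and 294 with array medians set equal and 471 and 539 with quantile normalization again, at 2 h against 0 h 2986 and 835, and 1838 and 1590, and at 4 h 2106 and 1263, and 1791 and 1803. In the same order of settings it was 1025 and 330, and 875 and 572 at 1 h. From 2 h to 4 h it was 84 and 381, and 160 and 309. The totals between the stimulated times, 899 and 502, were less stable: they were 541 and 245 with a block for the replicate number and 47 and 78 with only the 2 groups compared in the fit. From 1 h to 2 h the total was 426, 468 and 534 without replicates 1, 2 and 3 at 1 h and 439 and 430 without replicates 1 and 2 at 2 h, and from 2 h to 4 h it was 227, 242 and 306 without replicates 1, 2 and 3 at 2 h and 194, 171 and 203 without those at 4 h. Most changes were small, since 39 probe sets at 1 h, 76 at 2 h and 72 at 4 h also passed an absolute log2 change of 1. The count at 1 h depended on the test and on single arrays. It was 219 with a separate test for each probe set, 511 with only the 2 groups compared in the fit and 3100 with a mean-variance trend. It was 874, 876 and 787 without replicates 1, 2 and 3 at 0 h, and 839 and 817 without replicates 1 and 3 at 1 h. Without replicate 3 at 0 h the counts at 2 h and 4 h were 2306 and 2337, without replicate 1 at 2 h the first was 2307, and without replicate 3 at 4 h the second was 2320.

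**Figure D1:**
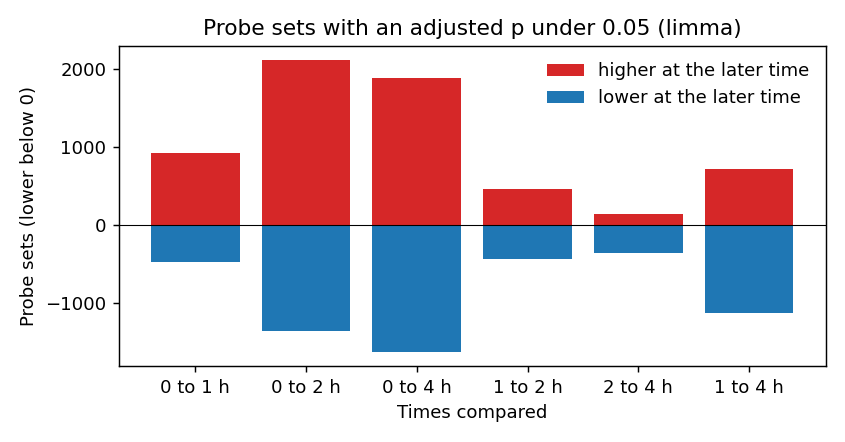
Number of probe sets higher (above 0) and lower (below 0) at the later of the 2 times compared, at an adjusted p under 0.05 from limma with 3 arrays a time. The bars reach 2107 higher and 1363 lower from 0 h to 2 h, and 143 higher and 359 lower from 2 h to 4 h.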

In total, we obtained 121 genes and applied *k*-means clustering to detect groups within this set. 

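At an adjusted p of at most 0.05 and an absolute log2 change of at least 1 at 1 h, 2 h or 4 h, 133 probe sets passed in limma. Of these, 123 carry a single gene symbol and stand for 102 genes, 87 were higher and 46 lower at their largest change. The genes that rose reached their largest change mostly at 1 h or 2 h, with 23 probe sets at 1 h, 50 at 2 h and 14 at 4 h. Those that fell reached it mostly at 4 h, with 3, 8 and 35 probe sets at the same times. Bcl3, a nuclear partner of NF-kB, belongs to the genes that stayed high, with 1.03 ± 0.063 at 2 h and 1.06 at 4 h. Tspan8, which encodes a membrane protein of the tetraspanin family, reached 1.30 ± 0.087 at 2 h. The number of probe sets went down to 58 when only those with a mean signal over 100 at 1 time or more were kept.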

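Among the 133 probe sets that passed both thresholds, single genes had early and late courses in tests between times, made without clustering. The phosphodiesterase Pde4b, which breaks down cyclic AMP, rose by 1.33 ± 0.092 (log2) at 1 h and stood at 0.30 at 4 h, a change between these times of -1.03 (adjusted p = 0.00016, limma). The methyltransferase gene Etfbkmt rose by 0.94 ± 0.054 at 2 h and 1.22 at 4 h, and gained 0.68 from 1 h to 4 h (adjusted p = 6.6e-05, limma). Lmcd1, a cofactor of transcription in muscle, fell by 1.42 ± 0.056 at 2 h, its lowest time. Between 1 h and 4 h, 69 of the 133 probe sets differed at an adjusted p under 0.05 from limma.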

Based on this approach, we could not identify any time-resolved responses upon *IL-6 *stimulation (see Additional file section *Clustering of significantly regulated genes*). Due to the small number of significantly regulated genes, we decided to employ a genome-wide approach using GraDe to resolve the cellular responses upon *IL-6 *in more detail.

#### GraDe discovers time-dependent biological processes upon IL-6 stimulation

Using GraDe, we linked all 5709 expressed genes along a gene regulatory network derived from the TRANSPATH database (see Methods). 

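By the same signal rule, a mean log2 value over 6.64 (a signal of 100 before taking logs) at 1 time or more, 5538 genes were expressed. They held 22 of the 26 acute phase proteins, 18 of the 26 genes of IL-6 JAK-STAT signalling, 47 of the 48 genes of oxidative phosphorylation and 14 of the 21 hepatocyte markers. Of the lists for other liver cells, 1 of the 19 Kupffer cell and macrophage markers passed it, which was Cd14, a receptor for bacterial lipopolysaccharide. The endothelial cell list had 0 of 18 members expressed and the lymphocyte list 0 of 13, while the stellate cell list had 5 of 19. Of the cell cycle genes, 22 of the 55 of G2 and mitosis passed the rule, and 22 of the 42 of DNA replication. The rule was applied to the probe set with the highest mean of each gene. With the probe set of the largest interquartile range in its place 3340 genes passed, and counted as probe sets 8901 did.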

We obtained four graph-decorrelated gene expression sources (GES), which we labeled from 1 to 4 according to their decreasing eigenvalues (Figure 4b). We see that dimension reduction and with it noise level estimation were not possible in our case. The estimated mixing matrix is shown in Figure 4a. The matrix of source contributions contains positive and negative components. We partitioned a source into submodes that contain either the negative signals or the positive signals, respectively. We selected all genes in the positive submodes by choosing a threshold ≥2 as well as all genes in the negative submodes with a threshold ≤-2, respectively. These sets were subsequently used for GO enrichment analysis using a *p*-value < 0.05 after correction by False Discovery Rate.

**Figure 4:**
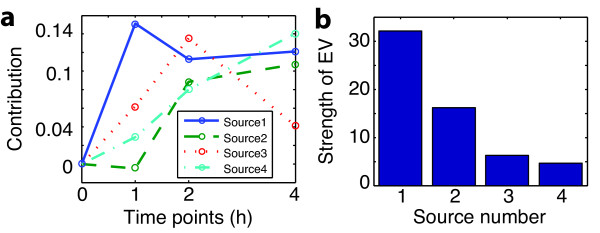
**Result of GraDe**. This figure illustrates the decomposition of the time-course microarray experiment on *IL-6 *stimulated hepatocytes with GraDe. As underlying network we used interactions from the TRANSPATH database (see Methods). (**a**) shows the time-courses of the four extracted sources, centered to time point 0 h. The *x*-axis shows the measured time-points and the *y*-axis the contribution of the mixing matrix. In (**b**), we plot the strength of the eigenvalues (EV) of the resulting sources. All four extracted sources have significant contributions.

Differentially expressed genes within GES 1 display an immediate strong increase in expression following *IL-6 *stimulation. After peaking at one hour, expression decreases to elevated levels compared to untreated samples. 

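The gene with the largest rise was Socs3, the feedback inhibitor of JAK-STAT signalling. Its mean log2 value was 5.22 ± 0.13 (SD, n = 3) before stimulation, 8.79 ± 0.09 at 1 h and 7.86 ± 0.03 at 4 h. That is a log2 change of 3.57 ± 0.079 at 1 h (adjusted p = 4.6e-10, limma), and between 1 h and 4 h it fell by 0.93 (adjusted p = 0.00012, limma). Cebpd, a transcription factor of the acute phase response, rose by 3.03 ± 0.057 at 1 h and fell by 0.56 from 1 h to 4 h (adjusted p = 0.00031, limma). The kinase gene Pim3 rose by 1.27 ± 0.064 at 1 h and stood at 0.78 at 4 h, and Cish, another inhibitor of cytokine signalling, at 1.00 ± 0.062 and 0.57. Of the 926 probe sets higher at 1 h than at 0 h, 194 were lower at 4 h than at 1 h, 68 were higher still, and the others did not pass limma's test between these times. At 4 h 579 of the 926 were higher than at 0 h. The 926 were chosen on the same 1 h arrays, which tilts the split between 1 h and 4 h towards a fall. Of the 470 probe sets lower at 1 h, 72 were lower still at 4 h and 88 were higher at 4 h than at 1 h.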

Significantly enriched GO-Terms within this GES correspond to responses triggered by external stimuli and in ammation (see Table 1, for a complete list of biological processes see Additional file 1). In liver, upon infection- or injury-associated in inflammation *IL-6 *mediates production of acute phase proteins (APP) by hepatocytes as represented by the GO-Term "(acute) in ammatory response " (e.g *Saa4*, *Fgg*, *Pai1 *). 

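Acute phase genes rose soon after IL-6. Of 26 measured acute phase proteins, 12 were higher at 1 h and the other 14 did not pass limma's test (16 higher and 1 lower when adjusted over the list alone). At 2 h 13 were higher and 1 lower (14 and 2 adjusted over the list alone), and at 4 h 12 and 4 (14 and 4). Saa4, a serum amyloid A protein, had a log2 change of 0.37 ± 0.054 at 1 h (adjusted p = 0.0032, limma), 0.11 at 2 h (adjusted p = 0.29) and 0.32 at 4 h (adjusted p = 0.0035). Fgg, the gamma chain of fibrinogen, rose by 0.56 ± 0.051 at 1 h and 0.74 at 4 h (adjusted p = 7.4e-06, limma), from a mean log2 value of 11.53 ± 0.06 (SD, n = 3). Saa1 and Saa2, the inducible serum amyloid A proteins, rose most at 2 h, by 1.09 ± 0.057 and 1.22 ± 0.059. Crp, another acute phase protein, fell by 0.43 ± 0.067 at 2 h and 0.60 at 4 h. Of 8 measured negative acute phase proteins, whose levels fall in inflammation, 1 was lower at 1 h, 3 at 2 h and 2 at 4 h, and the others did not pass (1, 4 and 3 adjusted over the list alone; limma's camera, adjusted p = 0.16, 0.004 and 0.014, and 0.22, 0.044 and 0.073 with an estimated correlation). Against the other genes the acute phase list stood higher at every time in limma's camera, with adjusted p from 7.4e-14 to 4.6e-07, and from 0.00076 to 0.0038 with an estimated correlation. The study chose 4 of the 26 for its tables on these samples, so the count is not independent evidence of direction.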

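The gene Angptl4 encodes a secreted inhibitor of lipoprotein lipase. Its mean log2 value was 9.27 ± 0.08 (SD, n = 3) at 0 h, 10.07 ± 0.05 at 1 h, 10.06 ± 0.05 at 2 h and 9.70 ± 0.01 at 4 h. Angptl4 rose by 0.81 ± 0.057 at 1 h (adjusted p = 1.4e-05, limma) and fell by 0.36 from 2 h to 4 h (adjusted p = 0.012, limma). The change from 1 h to 2 h was -0.01 (limma, adjusted p = 0.97). Its other probe set, with a mean log2 value of 1.61 over the arrays, passed the test at none of the 3 times, at adjusted p of 0.33, 0.97 and 0.99 from limma.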

*Angptl4 *is a positive acute phase protein [24] showing a strong increase in expression during the first hour after stimulation followed by a decrease after two hours (see Figure S4). GraDe reconstruct the expression pattern by the mixing of the four different source time-patterns GES 1 to 4. We identify *Angptl4 *in GES 1 and 3 having a source contribution ≥2. The combination of both GESs showing perfectly the strong increase after *IL-6 *(GES 1) and the induced decreased after 2 hours (GES 3). The GO-Term "(external) stimulus" includes genes of the JAK-STAT signaling pathway like *STAT3 *as well as several genes encoding for signaling components such as *Hamp*, *Cepbd *and *Osmr*. These entities represent regulatory processes like negative feedbacks as well as secondary signaling events. 

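Several components of JAK-STAT signalling rose, with different courses. Of 26 measured genes of the list, 13 were higher at 1 h, 12 at 2 h and 12 at 4 h, and the rest did not pass limma's test (14, 13 and 12 higher when adjusted over the list alone, with 1 lower at 1 h). Stat3, the transcription factor at the end of the pathway, rose by 0.48 ± 0.06 (log2) at 1 h, 0.64 at 2 h and 0.82 at 4 h (adjusted p = 0.00099, 5.2e-05 and 1e-05, limma). Osmr, the oncostatin M receptor, which signals through the same chain as IL-6, rose by 0.54 ± 0.058, 0.71 and 0.91. Both gained further between 1 h and 4 h, by 0.34 and 0.37 (adjusted p = 0.0081 and 0.004, limma). Hamp, which encodes the iron hormone hepcidin, rose by 1.15 ± 0.051 at 1 h, 2.21 at 2 h and 1.54 at 4 h, so that it was highest at 2 h (2 h to 4 h, -0.66, adjusted p = 0.00015, limma). Cebpd was 2.47 above 0 h at 4 h. The kinase Jak1 had values of 0.02, 0.09 and 0.01 and did not pass. In limma's camera the list was higher than other genes at the 3 times, at an adjusted p of at most 4.8e-10, and of 0.00069, 0.0019 and 0.0016 with an estimated correlation. The study had 6 of the 26 in its tables of these samples, so their direction is not independent evidence.

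**Figure D2:**
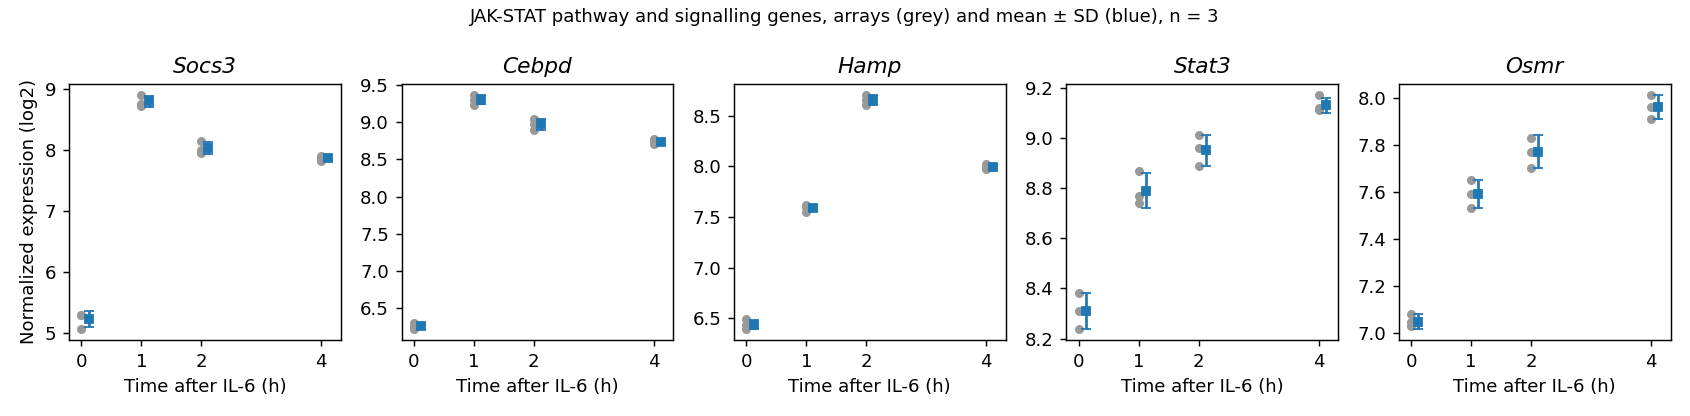
Normalized expression (log2) of Socs3, Cebpd, Hamp, Stat3 and Osmr against time after IL-6 (h). Grey points are the 3 arrays of a time and blue squares their mean ± SD. Socs3 and Cebpd are highest at 1 h, Hamp at 2 h with 8.65, and Stat3 and Osmr at 4 h with 9.13 and 7.96.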

Genes with negative contribution in GES 1 were associated with metabolic processes like "L-serine biosynthesis" or "fructose metabolic processes". This is in line with the function of *IL-6 *as a priming factor, mediating the conversion of quiescent hepatocytes from G0 to G1 phase of the cell cycle during liver regeneration [19]. It can be argued that down-regulation of genes associated with metabolic processes is due to the transformation of differentiated metabolically active hepatocytes into proliferative cells. 

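Of 6 measured genes of serine synthesis, 3 were lower and 1 higher at 1 h (4 and 1 adjusted over the list alone). Phgdh, the first enzyme of the pathway, fell by 0.32 ± 0.051 (log2) at 1 h and was back at -0.01 at 4 h. It gained 0.31 between these times (adjusted p = 0.0057, limma). The second enzyme, Psat1, fell by 0.30 ± 0.062 and Shmt2, which converts serine to glycine in mitochondria, by 0.28 ± 0.056. Shmt1, the cytosolic form, rose by 0.31 ± 0.061. At 2 h 1 of the 6 was higher and 1 lower, and at 4 h 1 was lower (1 and 1, then 1 higher and 2 lower adjusted over the list alone). As a whole the serine list was lower at 1 h (limma's camera, adjusted p = 0.023; adjusted p = 0.15 with an estimated correlation), a call lost without replicate 1 at 1 h (-0.20, adjusted p = 0.051), in a range from 0.015 to 0.066 over the settings tried. It was not called at 2 h or 4 h (limma's camera, adjusted p = 0.64 and 0.75). Of 14 measured genes of fructose metabolism, 2 were higher and 2 lower at 1 h, 3 and 4 at 2 h, and 5 were lower at 4 h (3 and 3, 4 and 4, then 4 and 5 adjusted over the list alone). The list was not called at any time (limma's camera, adjusted p = 0.74, 0.37 and 0.29). Khk, the ketohexokinase, fell by 0.43 ± 0.058 at 2 h. The regulator Pfkfb3 rose by 0.63 ± 0.112 at 2 h. The calls of Psat1, Shmt1 and Shmt2 at 1 h ended when replicate 2 or 3 at 0 h or replicate 1 or 3 at 1 h was left out, at adjusted p from 0.058 to 0.092 in limma, and those of Psat1 and Shmt1 also without replicate 1 at 0 h (0.091 and 0.059).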

The down-regulated metabolic functions at least partially take place in mitochondria. Accordingly, parts of the glycolysis pathway were down-regulated in primary hepatocytes.

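The genes of the respiratory chain, which works in mitochondria, were well measured. Of 48 genes of oxidative phosphorylation, limma called 0 at each of 1 h, 2 h and 4 h. At an unadjusted p under 0.05, 1 was lower at 2 h and 2 at 4 h, and a test of each probe set by its own spread called 1 at 2 h. The list's median log2 change was 0.02 at 1 h, 0.02 at 2 h and 0.01 at 4 h, and limma's camera did not call it (adjusted p = 0.37, 0.45 and 0.87). Atp5g3, a subunit of the ATP synthase, had a change of 0.07 ± 0.047 at 4 h, and Uqcrb, a subunit of complex III, one of 0.05 ± 0.052.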

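Of 17 measured genes of glycolysis, 4 were lower and 1 higher at 1 h (5 and 1 adjusted over the list alone), 4 and 1 at 2 h (6 and 2), and 6 and 1 at 4 h (6 and 1). Pfkl, the phosphofructokinase of liver, fell by 0.61 ± 0.063 (log2) at 1 h (adjusted p = 0.00025, limma) and had the values -0.56 at 2 h and -0.56 at 4 h. Its platelet form Pfkp fell by 0.71 ± 0.066 at 1 h, the aldolase Aldoa by 0.33 ± 0.051 and the pyruvate kinase Pkm by 0.48 ± 0.051. Hk2, a hexokinase, went the other way, with a rise of 0.51 ± 0.086 at 2 h. Glycolysis was lower as a list at 1 h (limma's camera, adjusted p = 0.0018; adjusted p = 0.038 with an estimated correlation) and at 4 h (adjusted p = 0.012; adjusted p = 0.074 with an estimated correlation), and not at 2 h (adjusted p = 0.21). Of the 17 genes, 8 were expressed by the signal rule.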

**Table 1:** Main biological processes in response to IL-6

Source	Mode	Biological process
1	positive	(external) stimulus, inflammatory response
	negative	(fructose) metabolic process
2	positive	early cell cycle and division
	negative	metabolic process, apoptosis
3	positive	late cell cycle and division
	negative	-
4	positive	translation, coagulation
	negative	(protein) metabolic process

Summary of the main biological processes in hepatocytes regulated as response to *IL-6*. Mode indicates genes with significant positive (≥2) or negative (≤-2) contribution to the source. The main biological processes found for the corresponding group of genes are given in the last column.

GES 2 shows a slight decrease after stimulation followed by a late-phase increase in expression. We identify several biological processes associated with "cell cycle and division" within this GES. 

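Genes of cell division rose almost as a block. Of 55 measured genes of G2 and mitosis, 44 were higher at 1 h, 52 at 2 h and 49 at 4 h, and the others did not pass limma's test (53, 54 and 52 higher when adjusted over the list alone). The median log2 change of the list was 0.49 at 1 h, 0.89 at 2 h and 0.61 at 4 h. Mki67, the antigen of proliferating cells, rose by 1.04 ± 0.058 at 2 h, and Birc5, or survivin, of the chromosomal passenger complex by 1.07 ± 0.061. Nuf2, a kinetochore protein, rose by 1.27 ± 0.073 and Tpx2, a spindle assembly factor, by 1.04 ± 0.061. Each of these had an adjusted p of at most 2.4e-06 from limma. Against the other genes the list stood higher at each time in limma's camera, with adjusted p from 1.8e-61 to 8.6e-47, and of 0.0013, 0.0018 and 0.0016 with an estimated correlation. Of the 55 genes 22 were expressed by the signal rule, and 19 stand in the study's tables of regulated genes, chosen on these samples, so these counts are not independent evidence. Of 19 markers of Kupffer cells and macrophages, 3 were also higher and 1 lower at 1 h, 6 and 1 at 2 h, and 6 and 1 at 4 h (4 and 1, 6 and 1, and 9 and 1 adjusted over the list alone; limma's camera, adjusted p = 0.0084, 0.01 and 0.00027, and 0.08, 0.097 and 0.035 with an estimated correlation).

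**Figure D3:**
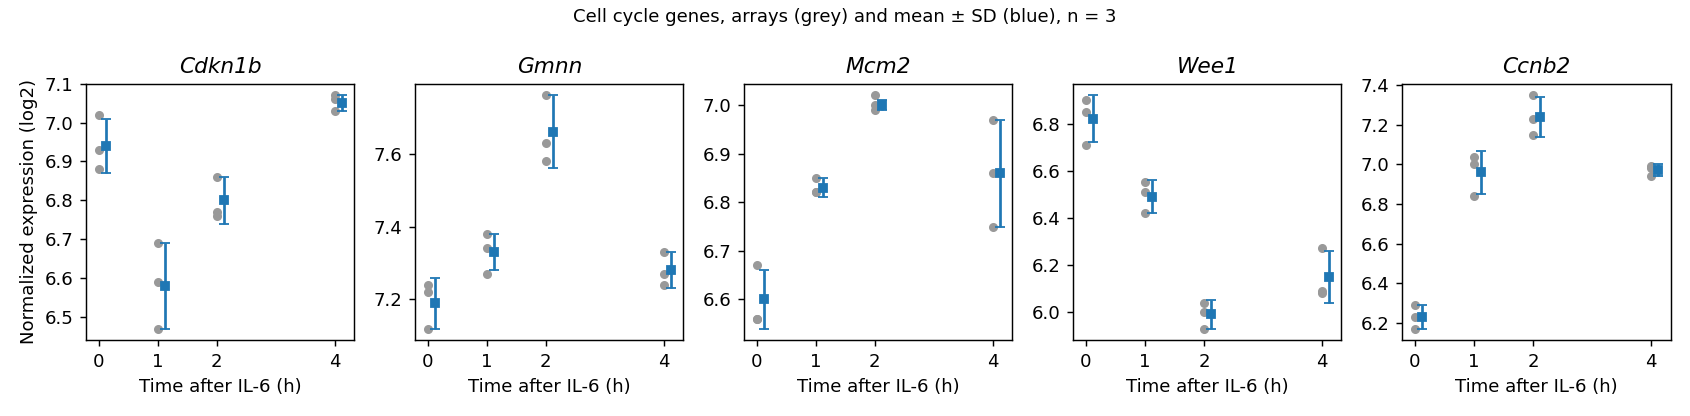
Normalized expression (log2) of Cdkn1b, Gmnn, Mcm2, Wee1 and Ccnb2 against time after IL-6 (h). Grey points are the 3 arrays of a time and blue squares their mean ± SD. Cdkn1b is lowest at 1 h with 6.58, Wee1 lowest at 2 h with 5.99, and Gmnn, Mcm2 and Ccnb2 are highest at 2 h, Gmnn with 7.66 and Mcm2 with 7.00.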

A representative gene of GES 2 is the cell cycle inhibitor *Cdkn1b*. 

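Cdkn1b encodes p27, an inhibitor of cyclin-dependent kinases. Its mean log2 value was 6.94 ± 0.07 (SD, n = 3) at 0 h, 6.80 ± 0.06 at 2 h and 7.05 ± 0.02 at 4 h. Cdkn1b fell by 0.36 ± 0.066 at 1 h (adjusted p = 0.013, limma) and gained 0.47 between 1 h and 4 h (adjusted p = 0.0023, limma). At 2 h it was -0.14 and at 4 h 0.11 from 0 h, which did not pass (limma, adjusted p = 0.24 and 0.41). It was the member called lower at 1 h among 20 measured regulators of G1, of which 19 did not pass then (6 higher and 1 lower adjusted over the list alone). At 2 h and 4 h 4 and 4 were higher (6 and 5 adjusted over the list alone). Among them Ccng2, a cyclin of arrested cells, rose by 0.45 ± 0.051 at 4 h (adjusted p = 0.00022, limma). Limma's camera called the list higher at 2 h (adjusted p = 0.0031; adjusted p = 0.1 with an estimated correlation) and 4 h (adjusted p = 0.00071; adjusted p = 0.074 with an estimated correlation). Both calls were lost among probe sets with a mean signal over 100 (limma's camera, adjusted p = 0.34 and 0.086), the highest over the settings tried, the lowest being 0.00069 and 0.00048. The call of Cdkn1b at 1 h ended without replicate 2 at 0 h (-0.32, adjusted p = 0.056, limma), and its other probe set, with a mean log2 value of 2.21, was not called (-0.11, adjusted p = 0.83), at the other end of a range from 0.00011 over all settings tried.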

Its reduction of expression corresponds to the induction of cell cycle progression and in particular to the transfer from G0 to G1. These characteristics are further supported by the negative contribution of *Cdkn1b *in GES 3. Analyzing genes with a positive contribution in GES 2 only, we found, in addition to involvement in early cell cycle events, genes showing an association with (programmed) cell death and apoptosis. It was already indicated that *IL-6 *promotes liver regeneration and protects against liver injury by inducing anti-apoptotic and survival genes [19,25]. 

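Genes of cell death changed in both directions. Of 28 measured pro-apoptotic genes, 3 were higher and 1 lower at 1 h, 2 and 1 at 2 h, and 3 and 2 at 4 h (4 and 2, 4 and 3, and 5 and 3 adjusted over the list alone). Bcl2l11, or Bim, an activator of the mitochondrial pathway, rose by 0.67 ± 0.082 (log2) at 4 h (adjusted p = 0.00037, limma), and Casp12, a caspase of the endoplasmic reticulum, by 0.72 ± 0.084. Bnip3, which acts at mitochondria and answers to low oxygen, fell by 0.84 ± 0.052 at 1 h, with values of -0.88 at 2 h and -0.91 at 4 h. Of 17 measured anti-apoptotic genes, 1 was higher and 1 lower at 1 h, 1 was higher at 2 h and 1 at 4 h (1 and 1, 2, and 2 with 1 lower, adjusted over the list alone). Birc3, an inhibitor of apoptosis, rose by 0.42 ± 0.048 at 1 h, while Tnfaip3, a brake on NF-kB that also protects from cell death, fell by 0.36 ± 0.058. Neither list moved as a whole against other genes in limma's camera (adjusted p = 0.089, 0.97 and 0.8 for the pro-apoptotic list, and 0.34, 0.5 and 0.75 for the anti-apoptotic list).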

GO-Terms corresponding to genes found in GES 2 having a negative contribution are more heterogeneous. Within the top GO-Terms we identified several biological functions associated with the *IL-6 *stimulus. 

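Of 28 measured genes of coagulation and fibrinolysis, 6 were higher at 1 h and the other 22 did not pass (9 higher adjusted over the list alone). Later the list split: 7 were higher and 7 lower at 2 h, and 7 higher and 12 lower at 4 h (7 and 12, then 7 and 12 adjusted over the list alone). Fga, the alpha chain of fibrinogen, rose by 0.80 ± 0.053 (log2) at 4 h (adjusted p = 5.7e-06, limma). Plat, the tissue plasminogen activator, rose by 0.89 ± 0.056 and the anticoagulant Pros1 by 0.48 ± 0.062 at 2 h. Factor X (F10) fell by 0.41 ± 0.047 at 2 h, factor XII (F12) by 0.33 ± 0.047 and plasminogen (Plg) by 0.45 ± 0.048 (adjusted p = 0.00015, limma). Serpinc1, or antithrombin, fell by 0.38 ± 0.049. As a list these genes were higher at 1 h (limma's camera, adjusted p = 0.0095; adjusted p = 0.038 with an estimated correlation) but not at 2 h or 4 h (adjusted p = 0.22 and 0.27). The call at 1 h was lost among probe sets with a mean signal over 100 (limma's camera, adjusted p = 0.065), the highest over the settings tried, the lowest being 0.0005. Of 18 measured genes of complement, 1 was higher at 1 h, 2 were higher and 6 lower at 2 h, and 1 and 5 at 4 h (1, 2 and 9, then 1 and 7 adjusted over the list alone). C8a, of the membrane attack complex, fell by 0.73 ± 0.076 at 2 h and Masp1, a protease of the lectin pathway, by 0.65 ± 0.058 at 4 h. The complement list was lower at 2 h (limma's camera, adjusted p = 0.001; adjusted p = 0.1 with an estimated correlation) and 4 h (adjusted p = 0.00071; adjusted p = 0.089 with an estimated correlation).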

Based on the induction of the acute in ammatory response, coagulation factors were activated. Moreover, several genes associated with gene translation were found. In addition, genes associated with metabolic processes are represented by this GES.

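The machinery of translation was nearly flat. Of 26 measured translation factors, 1 was lower at each of 1 h, 2 h and 4 h and the other 25 did not pass limma's test, with the same counts when adjusted over the list alone. That gene was Eif4a2, a helicase of translation initiation, with log2 changes of -0.34 ± 0.045, -0.37 and -0.29 (adjusted p = 0.0015, 0.00038 and 0.0018, limma). Of 44 measured ribosomal protein genes limma called 0 at each time. At an unadjusted p under 0.05, 2 were lower at 1 h, 1 was higher and 3 lower at 2 h, and 2 were higher and 2 lower at 4 h, and a test of each probe set by its own spread called 1 at 2 h and 2 at 4 h. Rpl37a, a protein of the large subunit, had values of -0.03 ± 0.045, -0.03 and -0.05. At 1 h limma's camera called both lists lower, the translation factors at an adjusted p of 0.039 (adjusted p = 0.16 with an estimated correlation) and the ribosomal proteins at 0.027 (adjusted p = 0.19 with an estimated correlation). Over the settings tried these ran from 0.017 to 0.18 and from 0.0039 to 0.23. In limma's camera both calls were lost with array medians set equal (adjusted p = 0.13 and 0.18) and without replicate 1 at 1 h (0.082 and 0.058). The first was lost also without replicate 1 at 0 h or replicate 3 at 1 h (0.1 and 0.089), and the second without replicate 3 at 0 h or replicate 2 at 1 h (0.094 and 0.076).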

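Of 40 measured genes of amino acid catabolism, 7 were higher and 1 lower at 1 h, 4 and 8 at 2 h, and 2 and 13 at 4 h (16 and 2, 4 and 8, and 2 and 16 adjusted over the list alone). Tdo2, the enzyme that opens tryptophan breakdown, fell by 0.52 ± 0.052 (log2) at 2 h and 1.27 at 4 h (adjusted p = 1.5e-07, limma). Chdh, the choline dehydrogenase, fell by 0.96 ± 0.073 and 1.47. Bhmt, which remethylates homocysteine, stayed higher, by 0.74 ± 0.048 at 1 h and 0.45 at 4 h. Limma's camera called the list higher at 1 h (adjusted p = 5.6e-07; adjusted p = 0.03 with an estimated correlation) and lower at 4 h (adjusted p = 3.6e-05; adjusted p = 0.056 with an estimated correlation). The study has 2 of these genes in its tables of these samples. In the urea cycle, 2 of 8 measured genes were higher at 1 h, 1 was higher and 1 lower at 2 h, and 1 and 2 at 4 h (3, 1 and 1, 1 and 3 adjusted over the list alone). The urea cycle list was higher at 1 h (limma's camera, adjusted p = 0.0022; adjusted p = 0.038 with an estimated correlation), not later (adjusted p = 0.7 and 0.15), and 1 member is in the study's tables. Of 27 measured genes of fatty acid oxidation and PPAR targets, 6 were higher and 2 lower at 1 h and 2 and 7 at 4 h, with 4 and 3 at 2 h (10 and 3, 2 and 9, 5 and 4 adjusted over the list alone). Pdk4, which shuts off pyruvate oxidation, rose by 1.16 ± 0.091 at 1 h, and Acaa1b, a peroxisomal thiolase, fell by 1.15 ± 0.052 at 2 h. The list was higher at 1 h (limma's camera, adjusted p = 0.0012; adjusted p = 0.038 with an estimated correlation), not later (adjusted p = 0.58 and 0.092), and 3 members are in the study's tables. In gluconeogenesis 1 of 11 measured genes was higher at 1 h, 2 were higher and 1 lower at 2 h, and 3 lower at 4 h (2, 2 and 1, 1 and 3 adjusted over the list alone; limma's camera, adjusted p = 0.2, 0.97 and 0.29).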

The time course behavior of GES 3 shows a delayed activation subsequent to stimulation with *IL-6*. We identified several GO-Terms associated with "cell cycle" and "cell division" similar to GES 2. However, GES 3 includes mainly genes related to late events in the cell cycle, i.e. during G2 and M phase (e.g. *Gmnn*, *Mcm2*, *Plk2 *). 

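Gmnn encodes geminin, which blocks the licensing of replication origins, and Mcm2 a subunit of the replicative helicase. Plk2 encodes a polo-like kinase. Gmnn rose by 0.47 ± 0.064 (log2) at 2 h (adjusted p = 0.00095, limma), with values of 0.14 at 1 h and 0.09 at 4 h that did not pass. It then fell by 0.37 between 2 h and 4 h (adjusted p = 0.019, limma). Mcm2 rose by 0.40 ± 0.062 at 2 h (adjusted p = 0.002, limma). Its value was 0.23 at 1 h (limma, adjusted p = 0.075) and 0.26 at 4 h (adjusted p = 0.024), the latter not called without replicate 1 or 2 at 0 h (0.24 in both, adjusted p = 0.083 and 0.086) or replicate 1 or 2 at 4 h (0.26 and 0.21, adjusted p = 0.074 and 0.099), in a range from 0.00044 to 0.18 over the settings tried. Plk2 fell by 0.27 ± 0.047 at 4 h (adjusted p = 0.0046, limma). At 2 h it stood at 0.03 (limma, adjusted p = 0.76). Its value at 1 h was -0.21 (adjusted p = 0.04), a call that held only without replicate 2 at 2 h among the 12 fits with 1 array left out, the others giving adjusted p from 0.053 to 0.14 in limma.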

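Wee1 is the kinase that holds Cdk1 inactive before mitosis. Its mean log2 value was 6.82 ± 0.10 (SD, n = 3) at 0 h, 5.99 ± 0.06 at 2 h and 6.15 ± 0.11 at 4 h. Wee1 fell by 0.83 ± 0.073 at 2 h (adjusted p = 3.4e-05, limma) and 0.67 at 4 h (adjusted p = 0.00017), and by 0.50 between 1 h and 2 h (adjusted p = 0.0054, limma). At 1 h its value was -0.33 (adjusted p = 0.034), a call lost without replicate 1 or 2 at 0 h (-0.31 and -0.29) or without replicate 1, 2 or 3 at 1 h (-0.29, -0.35 and -0.34), at adjusted p from 0.058 to 0.12 in limma.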

*Wee1 *as a main regulator of *Cdc2 *displays a negative contribution to GES 3, hence indicating *Wee1 *down-regulation and subsequent progression through the G2-M check point. In addition, we identify *Ccnb2 *a late cell cycle genes, which repression leads to cell cycle arrest in the G2 phase. The time-course expression pattern, shows a strong increase after *IL-6 *stimulation followed by a decrease after two hours (see Figure S5). 

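Ccnb2, which encodes cyclin B2, had a mean log2 value of 6.23 ± 0.06 (SD, n = 3) at 0 h, 6.96 ± 0.11 at 1 h, 7.24 ± 0.10 at 2 h and 6.97 ± 0.03 at 4 h. Its rise was 0.73 ± 0.07 at 1 h, 1.01 at 2 h and 0.74 at 4 h (adjusted p = 0.00014, 6e-06 and 6.5e-05, limma). The difference between 2 h and 4 h, -0.27, did not pass the test (adjusted p = 0.11, limma).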

We identify *Ccnb2 *in GES 1 and GES 3 perfectly reconstruct the strong increase after the stimulation and the inactivation after two hours. The *IL-6 *-induced priming phase is characterized by the activation of the latent transcription factor *STAT3*. This immediate response induces the expression of early responsive genes like the transcription factor *AP-1 *[26] subsequently inducing a secondary gene response leading to transcription of cyclins *A-E*, *p53*, and the cyclin dependent kinase *P34-cdc2 *[27].

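Of the 8 subunits of AP-1 measured, 2 were higher and 1 lower at 1 h, 1 and 1 at 2 h, and 2 and 3 at 4 h (2 and 1, 2 and 2, and 2 and 3 adjusted over the list alone; limma's camera, adjusted p = 0.99, 0.86 and 0.5). Junb rose by 0.44 ± 0.067 (log2) at 2 h and 0.52 at 4 h (adjusted p = 0.00058, limma), and Fosl2 by 0.61 ± 0.08 at 1 h. Jun fell by 0.62 ± 0.056 at 1 h (adjusted p = 9.5e-05, limma) and Fosl1 by 0.78 ± 0.091 at 4 h. Fos had values of 0.11 ± 0.055 at 1 h and 0.12 at 2 h, which did not pass (limma, adjusted p = 0.36 and 0.22). At 4 h it was lower at -0.20 (adjusted p = 0.046), a call that held only without replicate 2 or 3 at 1 h among the 12 fits with 1 array left out, the others giving adjusted p from 0.059 to 0.14 in limma, in a range from 0.00093 to 0.14 over the settings tried. Of 24 immediate early genes, some of them also subunits of AP-1, 5 were higher and 2 lower at 1 h, 5 and 2 at 2 h, and 2 and 5 at 4 h (8 and 2, 7 and 2, and 5 and 6 adjusted over the list alone). Egr1, a zinc finger transcription factor, rose by 0.74 ± 0.057 at 1 h and was at 0.01 at 2 h. That list was higher at 1 h (limma's camera, adjusted p = 0.00091; adjusted p = 0.073 with an estimated correlation) and not at 2 h or 4 h (adjusted p = 0.096 and 0.79). Of 10 measured genes among cyclins A to E and Cdk1, 3 were higher at 1 h, 5 at 2 h and 4 at 4 h (4, 6 and 4 adjusted over the list alone). Cdk1, the kinase that drives mitosis, rose by 0.48 ± 0.06 at 1 h and 0.89 at 2 h (adjusted p = 5e-06, limma). The cyclin gene Ccnd3 rose by 0.54 ± 0.075 and Ccne2 by 0.55 ± 0.095 at 2 h. These genes passed as a list at 1 h (limma's camera, adjusted p = 0.0045; adjusted p = 0.08 with an estimated correlation), 2 h (adjusted p = 1.1e-05; adjusted p = 0.024 with an estimated correlation) and 4 h (adjusted p = 0.004; adjusted p = 0.074 with an estimated correlation). The study has 1 of these genes in its tables of these samples. The gene of p53 is not analysed here.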

Applying KEGG pathway enrichment, we found the cell cycle, with DNA replication in particular, and p53 pathway enriched within this GES. 

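Genes of DNA replication and the step from G1 to S were highest at 2 h. Of 42 measured, 8 were higher at 1 h, 25 at 2 h and 9 at 4 h, and the others did not pass limma's test (17 higher and 1 lower, 34 higher, and 14 higher and 1 lower adjusted over the list alone). The median log2 change was 0.15, 0.35 and 0.09. Rrm2, a subunit of ribonucleotide reductase, rose by 0.97 ± 0.061 at 2 h and Uhrf1, which keeps DNA methylation in place at replication, by 0.86 ± 0.064. Mcm4, a helicase subunit, rose by 0.71 ± 0.053 and the thymidine kinase Tk1 by 0.75 ± 0.065 (adjusted p = 3.3e-05, limma). Rrm2 fell again by 0.55 from 2 h to 4 h (adjusted p = 0.0016, limma). Limma's camera called the list higher at each time, at adjusted p of 2.9e-09, 1.2e-19 and 2.1e-05, and of 0.03 and 0.0043 with an estimated correlation at 1 h and 2 h. The call at 4 h was lost (limma's camera, adjusted p = 0.074 with an estimated correlation). The study has 1 of these genes in its tables of these samples. Of 26 measured genes of the p53 pathway, 3 were higher and 2 lower at 1 h and at 2 h alike, and 1 was higher and 1 lower at 4 h (5 and 2, 3 and 3, and 1 and 1 adjusted over the list alone). Gadd45g, which answers to stress, rose by 0.83 ± 0.075 at 1 h, and Thbs1, which encodes thrombospondin, fell by 1.41 ± 0.072 at 4 h. Limma's camera did not call this list (adjusted p = 0.83, 0.73 and 0.92), of which 1 gene is in the study's tables.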

Interestingly, *IL-6 *stimulation alone is not sufficient to efficiently induce proliferation of primary mouse hepatocytes *in vitro*. Hence, despite the persistent re-organization of the induced gene expression profile and the induction of early cell cycle players such as cyclin *A*, additional stimuli may be necessary to initiate a strong proliferative response of primary mouse hepatocytes. 

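Ccna2, the A-type cyclin of S phase and G2, had a mean log2 value of 6.49 ± 0.10 (SD, n = 3) at 0 h and 7.33 ± 0.04 at 2 h. It rose by 0.49 ± 0.061 at 1 h, 0.84 at 2 h and 0.55 at 4 h (adjusted p = 0.00095, 8.6e-06 and 2e-04, limma), and fell by 0.29 between 2 h and 4 h (adjusted p = 0.047, limma). Ccna1, the A-type cyclin of germ cells, had values of 0.02 ± 0.091, -0.02 and -0.08, but its mean log2 value of 1.67 lies below the array medians, where a change need not show. Of the D-type cyclins, which act in G1, Ccnd1 stood at 0.19 ± 0.055 and Ccnd2 at -0.07 ± 0.06 at 2 h, and neither passed (adjusted p = 0.059 and 0.54, limma). Both other probe sets of Ccnd1 were higher at 2 h, by 0.44 and 0.29 (adjusted p = 0.0049 and 0.011, limma). Ccne1 was not called at 2 h (0.11, adjusted p = 0.37, limma), while its other probe set was higher (0.47, adjusted p = 0.0021). Cdk2, the partner of cyclin A in S phase, rose by 0.28 ± 0.059 at 2 h.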

GES 4 shows the lowest eigenvalue. It has a strong increase in expression following the *IL-6 *stimulus. GO-Term enrichment reveals several biological processes found in GES 1 - 3 like coagulation, translation, acute phase, and response of the stimulus. 

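Genes of drug metabolism and bile acids fell late. Of 44 measured genes of cytochromes P450 and xenobiotic metabolism, 2 were lower and 5 higher at 1 h, 20 and 6 at 2 h, and 29 and 1 at 4 h (6 and 7, 25 and 8, and 34 and 3 adjusted over the list alone). Cyp3a11, a main drug-metabolizing cytochrome of mouse liver, fell by 0.71 ± 0.053 (log2) at 2 h and 0.81 at 4 h (adjusted p = 5.3e-06, limma). Cyp1a2, which oxidizes caffeine, fell by 1.20 ± 0.069 and the glucuronosyltransferase Ugt2b5 by 0.68 ± 0.048 at 4 h. Cyp2c70, which makes muricholic acids, was higher instead, by 0.55 ± 0.048 at 2 h. Of 18 measured genes of bile acid synthesis and transport, 2 were higher at 1 h, 6 lower at 2 h and 10 lower at 4 h (7 higher and 2 lower, 1 and 6, and 11 lower adjusted over the list alone). Nr1h4, the bile acid receptor FXR, fell by 0.48 ± 0.068 and Hsd3b7, an enzyme of bile acid synthesis, by 0.51 ± 0.07 at 4 h. In limma's camera the first list was lower at 2 h and 4 h (adjusted p = 9.7e-07 and 1.4e-19, and 0.022 and 0.0016 with an estimated correlation). The second was lower at 4 h (limma, adjusted p = 5.1e-08; adjusted p = 0.0027 with an estimated correlation), while its call at 2 h, at an adjusted p of 0.017, was lost (adjusted p = 0.079 with an estimated correlation). Between 1 h and 4 h 27 genes of the first list and 10 of the second fell (35 and 13 adjusted over the list alone), a comparison of lists added after the values were seen. At 4 h the hepatocyte markers were lower as well (10 of 21) and Kupffer cell and macrophage markers higher (6 of 19, with 1 lower). The study has 2 of the 44 genes in its tables of these samples.

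**Figure D4:**
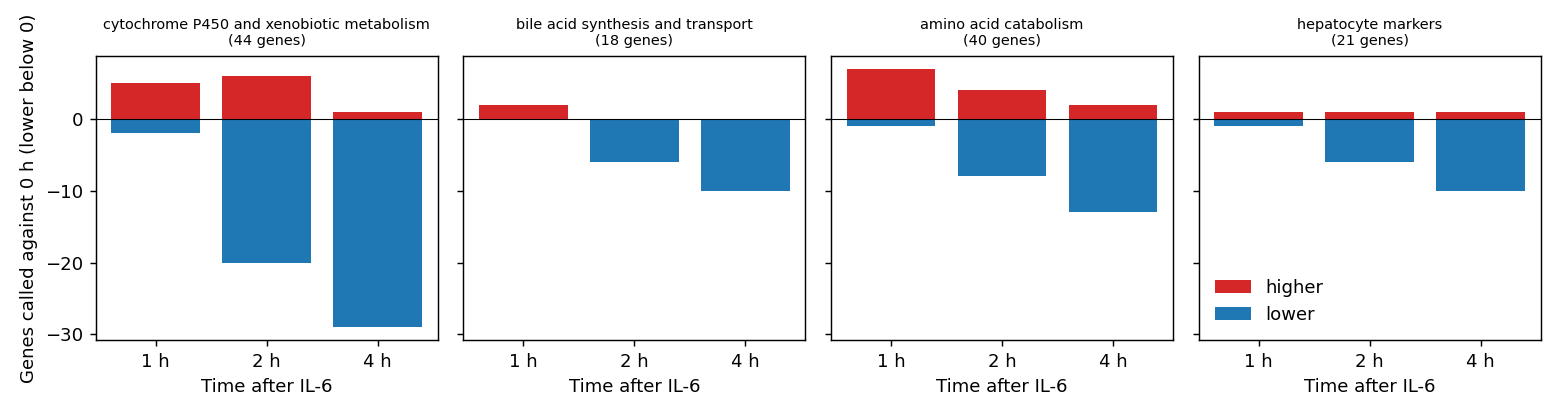
Number of genes higher (above 0) and lower (below 0) than at 0 h in 4 lists, at an adjusted p under 0.05 from limma, against time after IL-6. The bars for cytochromes P450 and xenobiotic metabolism reach 29 lower of 44 at 4 h, those for bile acids 10 of 18, for amino acid catabolism 13 of 40 and for hepatocyte markers 10 of 21.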

Genes having a negative contribution in GES 4, indicating a decrease in expression after the stimulus, are again associated with metabolic processes. Both, GES 3 and 4 imply that hepatocytes stimulated with *IL-6 *show affection for division causing a down-regulation of genes associated with the metabolic processes.

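Markers of the differentiated hepatocyte fell by 4 h while genes of cell division were up. Of 21 measured markers, 1 was higher and 1 lower at 1 h, 1 and 6 at 2 h, and 1 and 10 at 4 h (1 and 2, 2 and 6, and 1 and 13 adjusted over the list alone). Other lists hold 11 of the 21. Markers of Kupffer cells and macrophages moved the other way as a list at 4 h, with a median log2 change of 0.2 against -0.24 (limma's camera, adjusted p = 0.00027, and 0.035 with an estimated correlation). Of these 19 genes 6 were higher and 1 lower, and only Cd14, which rose, was expressed by the signal rule. The next by level, Cd68 and Ctss, stood at -0.49 and -0.09. Fabp1, the fatty acid binding protein of liver, fell by 0.86 ± 0.091 (log2) at 2 h and 1.00 at 4 h (adjusted p = 5.3e-05, limma). Asgr1, a subunit of the asialoglycoprotein receptor, fell by 0.38 ± 0.056 at 4 h, and Apoa2, an apolipoprotein of high-density lipoprotein, by 0.37 ± 0.048. Against the other genes the markers were lower at 2 h (limma's camera, adjusted p = 0.02; adjusted p = 0.097 with an estimated correlation) and 4 h (adjusted p = 4.6e-07; adjusted p = 0.0054 with an estimated correlation). Of 27 measured genes of lipid and sterol synthesis, 2 were higher at 1 h, 1 was higher and 5 lower at 2 h, and 1 and 6 at 4 h (2 and 1, 2 and 6, and 2 and 9 adjusted over the list alone). Sqle, an enzyme of cholesterol synthesis, fell by 0.44 ± 0.048 and Hmgcs1, another, by 0.39 ± 0.05 at 4 h, when limma's camera called the list lower (adjusted p = 0.015; adjusted p = 0.062 with an estimated correlation). From the courses of GES 3 and 4, the paper proposes that hepatocytes stimulated with IL-6 lean towards division, and that this brings down the genes of metabolism.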

### Validation of the time-dependent signals

In order to evaluate our findings, we compared the outcome of GraDe with standard methods. As there is no established matrix factorization technique that incorporates prior knowledge, we employed PCA [28], *k*-means clustering [29] and FunCluster [30], a clustering method that incorporates Gene Ontology information into the clustering task.

To test the biological findings obtained by GraDe, we applied a similar approach as proposed by Teschendor *et al*. [12]. We first asked how well biological pathways can be mapped to the inferred submodes or clusters. For GraDe and PCA, we selected in each submode the genes having an absolute source contribution above 2 standard-deviations. The average number of selected genes in each submode ranges from 75 to 280. 

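With genes beyond 2 SD of a component taken from a principal component analysis of the 5538 expressed genes, the submodes held 267 genes for the positive side of PC 1, 152 for the negative and 131 for the positive side of PC 2, 65 and 156 for PC 3, and 133 and 116 for PC 4. The negative side of PC 1 was empty. The gene lists were spread over the submodes, and some shared a submode or were enriched in several. Of the 39 expressed ribosomal protein genes, 35 stood among the 267 genes on the positive side of PC 1. Genes of G2 and mitosis gathered on the negative side of PC 2, which rises after IL-6, and serine synthesis on the negative side of PC 3, with Phgdh and Psat1. The decomposition into graph-decorrelated sources needs the regulatory network and is not analysed here.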

For *k*-means clustering, we infer 8 clusters on a subset of the top 15% most variable genes to ensure that the average number of selected genes is comparable to GraDe and PCA.

To evaluate the mapping of pathways to submodes or clusters we applied the pathway enrichment index (PEI). For each submode or cluster we evaluated significantly enriched pathways by using a hypergeometric test (see Methods). The PEI is then defined as the fraction of significant pathways mapped to at least one submode or cluster. The PEI for each method is shown in Figure 5. We find that the PEI is higher for GraDe compared to PCA, *k*-means clustering or FunCluster indicating that GraDe maps submodes closer to biological pathways.

**Figure 5:**
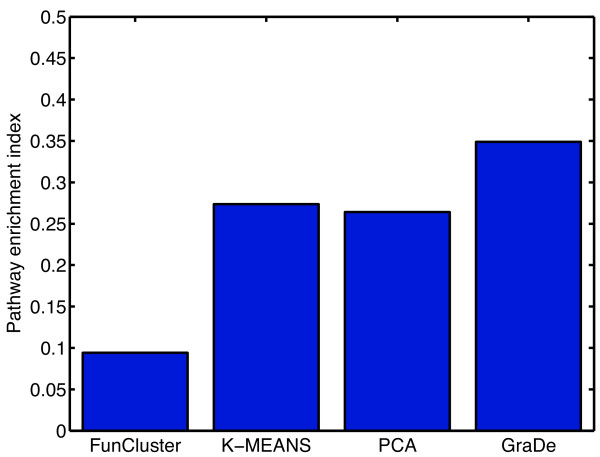
**Pathway enrichment**. Result of the pathway enrichment analysis. For each method applied to our data set, we plotted the pathway enrichment index (PEI). This index gives the fraction of KEGG pathways found enriched in at least one submode or cluster (see Methods). GraDe obtained a much higher PEI than PCA, *k*-means clustering or FunCluster. This indicates that sources obtained by GraDe map much closer to biological pathways.

In addition, we validated the time-dependent responses upon *IL-6 *stimulation in more detail by searching for enriched GO-Terms. Applying PCA, we found that the first principle component (PC) contains 99% of data variance (see Figure S1). 

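In the matrix of the 5538 expressed genes by 4 time means, PC 1 held 99.26% of the variance, PC 2 0.48%, PC 3 0.17% and PC 4 0.09%. The time course of PC 1 was flat, with a change from 0 h of 0 at 1 h, 2 h and 4 h, while PC 2 went to -0.70, -1.19 and -1.25. The genes at the upper end of PC 1 were those with the highest signal on the arrays, such as Ttr, the thyroxine carrier transthyretin (7 of the 14 expressed hepatocyte markers, Fisher's exact test, adjusted p = 2.9e-05). With each gene centred over the 4 times, which takes out its level, the first component held 64.62%, the second 23.64% and the last 11.73%.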

GO-Term enrichment analysis revealed that PC 1 contains genes linked to (blood) coagulation and hemostasis (see Additional file 1). 

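On the positive side of PC 1 stood 6 of the 23 expressed genes of coagulation, among them the fibrinogen chains Fga and Fgg and antithrombin, Serpinc1 (Fisher's exact test against the expressed genes, adjusted p = 0.0049 over all lists and submodes). Larger groups there were 12 of the 22 expressed acute phase proteins (Fisher's exact test, adjusted p = 3.1e-09), 12 of 47 genes of oxidative phosphorylation (adjusted p = 2.9e-05), 10 of 26 translation factors (adjusted p = 4.5e-06) and 9 of 23 genes of the actin cytoskeleton (adjusted p = 1.5e-05). The list of complement held 4 genes there, among them factor B, Cfb (Fisher's exact test, adjusted p = 0.046). The named genes are the members of each overlap, chosen by the component and not by a test between times.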

A second major response after *IL-6 *is the activation of cell cycle or cell division. 

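Cell cycle genes were enriched in components PC 2 and PC 4, on the negative side of each. The sign of a component is arbitrary, so the side by itself is no match with the paper. For PC 4, whose time course rose to 0.56 at 1 h, fell to -0.61 at 2 h and stood at 0.63 at 4 h, the negative side had 11 of the 22 expressed genes of G2 and mitosis (Fisher's exact test, adjusted p = 5e-11), among them Ccna2, Cdk1 and Birc5, and 8 of the 22 of DNA replication (adjusted p = 8e-07), among them Gmnn, Mcm4, Rrm2 and Uhrf1.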

We found an enrichment of these biological processes in PC 2 and PC 4. PC 2 shows a decreased time-course behavior after the stimulation. Genes linked to cell cycle and corresponding pathways have a negative contribution in PC 2 indicating an increased time-course expression pattern after IL-6 stimulation. This finding is analogous to GraDe, where we find cell-cycle pathways in GES 1 and 3 showing also an increasing expression pattern after the stimulation. 

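On the negative side of PC 2 stood 19 of the 22 expressed genes of G2 and mitosis, among them the cyclins Ccna2 and Ccnb2 and Cdc20, an activator of the anaphase-promoting complex (Fisher's exact test, adjusted p = 1.5e-25). Among the 152 genes of this submode were also 9 of 18 genes of JAK-STAT signalling, with Socs3, Stat3 and Osmr (Fisher's exact test, adjusted p = 1.4e-08), and 7 of 22 acute phase proteins, with Hamp and the serum amyloids Saa1 and Saa2 (adjusted p = 2.9e-05). The DNA replication list had 4 of its 22 expressed genes there, Gins1, Mcm4, Rrm2 and Uhrf1 (Fisher's exact test, adjusted p = 0.02).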

With GraDe we identified several genes that are associated with metabolic processes showing a down-regulation after stimulus. PCA covers these biological processes by two components PC 2 and PC 3, where PC 3 shows a strong increase and PC 2 a decrease of expression after the stimulus (see Figure 6a). 

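The positive side of PC 2 held 12 of the 29 expressed genes of cytochromes P450 and xenobiotic metabolism, among them Cyp3a11 and Ugt2b5 (Fisher's exact test, adjusted p = 5e-11). It also held 5 of 26 genes of amino acid catabolism, with Tdo2, Cdo1 and Chdh (Fisher's exact test, adjusted p = 0.0031), 3 of 10 genes of bile acids, with Baat and Nr1h4 (adjusted p = 0.01), and 5 of 12 hypoxia-responsive genes (adjusted p = 7.6e-05). The course of PC 3 was 1.09 at 1 h, 0.47 at 2 h and -0.21 at 4 h. Its positive side held 10 of the 29 genes of the cytochrome list, among them Cyp2b10 and Sult1a1 (Fisher's exact test, adjusted p = 1.3e-07), 5 of 10 genes of bile acids (adjusted p = 6.9e-05) and 7 of 26 of amino acid catabolism, with the methyltransferase Bhmt (adjusted p = 7.6e-05).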

The direct response of *IL-6 *was found in PC 4, but we identified only acute in ammatory response. Moreover, PCA grouped cell cycle (negative mode) and the direct response (positive mode) into PC 4 and was not able to separate the cell cycle processes into the early (e.g. *Cdkn1b*) and late (e.g *Mcm2 *) responses after *IL-6 *stimulation.

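On the positive side of PC 4 stood 7 of the 18 expressed genes of JAK-STAT signalling, among them Cebpd, Cish, Pim3 and Socs3 (Fisher's exact test, adjusted p = 1.3e-06). It also held 4 of 13 targets of NF-kB, with the adhesion molecule Icam1 (Fisher's exact test, adjusted p = 0.0013), 4 of 17 genes of complement (adjusted p = 0.0032) and 4 of 23 of coagulation, with Fgg and Plg (adjusted p = 0.0095). Acute phase proteins were enriched on the positive sides of PC 1 and PC 3 and the negative sides of PC 2 and PC 4, where Hamp, Saa1 and Saa2 stood (5 of 22, Fisher's exact test, adjusted p = 0.0016).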

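Cdkn1b stood on the negative side of PC 3, together with the cyclin Ccng2, as 2 of the 8 expressed regulators of G1 (Fisher's exact test, adjusted p = 0.024). Gmnn stood on the negative side of PC 4. Mcm2 stood beyond 2 SD on no side of PC 2, PC 3 or PC 4 as a member of the DNA replication list, while the helicase gene Mcm4 stood on the negative side of PC 4. The unfolded protein response, which folds and degrades proteins in the endoplasmic reticulum, had Chac1, Dnajb9, Herpud1 and Trib3 on the negative side of PC 3 (4 of 19, adjusted p = 0.00076) and the same 4 genes on the positive side of PC 4 (Fisher's exact test, adjusted p = 0.0048).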

**Figure 6:**
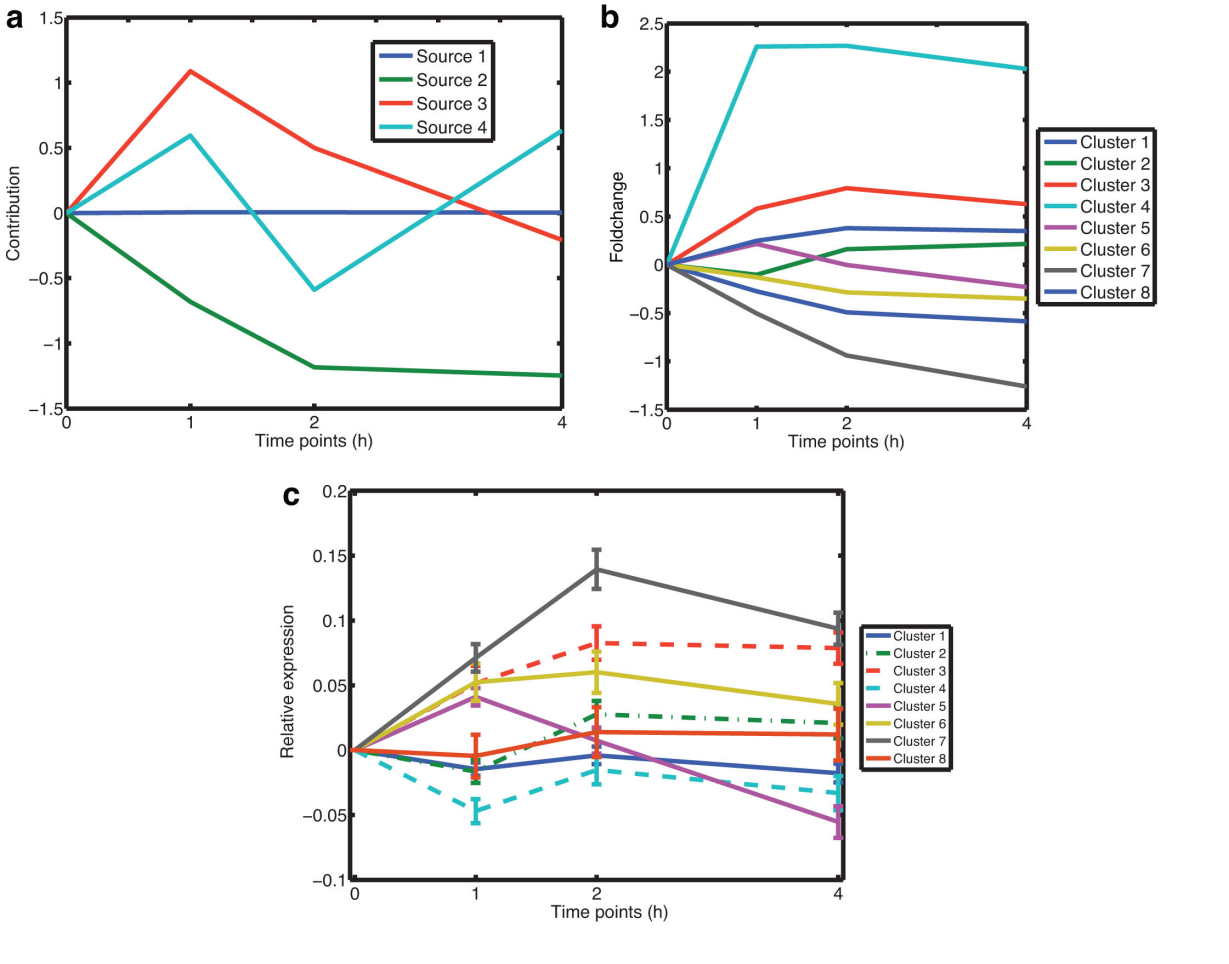
**Result of PCA, *k*-means clustering and FunCluster**. (**a**) illustrates the result of PCA for the time-course data of *IL-6 *stimulated hepatocytes. The *x*-axis corresponds to the measured time-points and the *y*-axis gives the centered (to time point 0 h) contributions of the mixing matrix. The result of the *k*-means clustering is shown in (**b**). The *x*-axis shows the measured time-points and the *y*-axis shows the fold-change values of the centroids at that time-points. (**c**) shows the result of FunCluster. The plot shows the mean expression of the different cluster and the bars indicates the standard deviation at a particular time-point. The *x*-axis shows the measured time-points and the *y*-axis shows the relative expression at that time-points.

Focusing on the results of the *k*-means clustering, we obtained an enrichment of cell cycle processes in cluster 3 (see Figure 6b). This cluster shows only a marginal increase in expression after the stimulus and therefore does not reflect the strong activation of cell cycle found by GraDe and PCA. 

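Among the 831 most variable expressed genes, the 15% with the largest variance over the time means, k-means clustering with 8 clusters gave a cluster of 94 genes with most genes of mitosis. It held 19 of the 22 expressed genes of G2 and mitosis, among them Mki67 and Birc5 (Fisher's exact test against the expressed genes, adjusted p = 1.5e-29), and Ccna2, Ccnb2 and Cdk1 of the cyclin list (adjusted p = 0.0027). The acute phase genes Angptl4, Fga, Fgg, Mt2, Saa1 and Saa2 fell into the same cluster (Fisher's exact test, adjusted p = 7.2e-05), as did 5 genes of JAK-STAT signalling, among them Stat3, Osmr and Cish (adjusted p = 0.00037). With the clustered genes as background, 19 of 21 genes of G2 and mitosis were in it (Fisher's exact test, adjusted p = 5.3e-15), while the acute phase and JAK-STAT lists did not pass (adjusted p = 0.098 for each). The cyclin list was not tested against that background. Another start of the random numbers gave each of the 831 genes the same cluster.

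**Figure D5:**
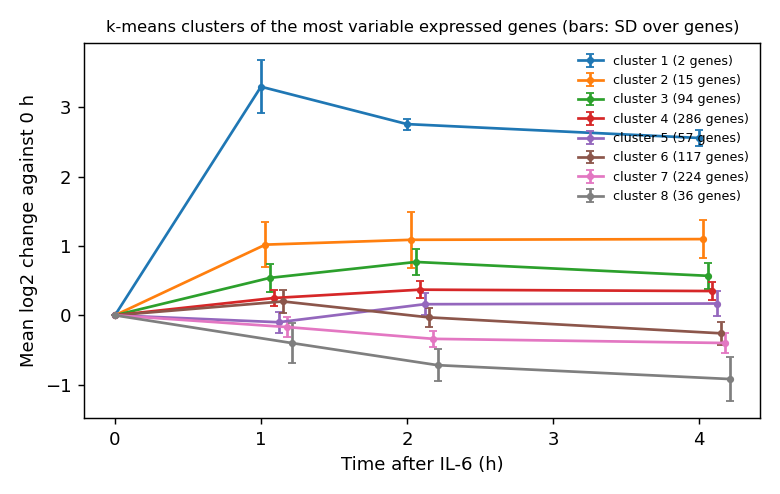
Mean log2 change against 0 h of the 8 k-means clusters of the most variable expressed genes, against time after IL-6 (h), with bars for the SD over genes. The cluster of 2 genes lies at 3.30 at 1 h, that of 94 genes at 0.77 at 2 h, and that of 36 genes at -0.92 at 4 h.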

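The 94 genes of this cluster had a mean log2 change of 0.54 ± 0.20 (SD over genes) at 1 h, 0.77 ± 0.19 at 2 h and 0.57 ± 0.19 at 4 h. Only the clusters of 2 genes and of 15 genes stood higher among the 8, the first at 3.30 ± 0.38 and the second at 1.02 ± 0.32 at 1 h. Of the genes of DNA replication, 9 lay in the cluster of 286 genes, at 0.37 ± 0.12 at 2 h, and Mcm4, Rrm2 and Uhrf1 in that of 94.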

Genes associated with metabolic processes are grouped in cluster 5, which has a constant expression level after *IL-6 *stimulus. Hence, *k*-means clustering failed to infer a cluster associated to the downregulation of metabolic processes upon *IL-6*. 

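Metabolic genes were found in several clusters. In the cluster of 57 genes, whose mean log2 change was -0.10 ± 0.15 (SD over genes) at 1 h, 0.16 ± 0.16 at 2 h and 0.17 ± 0.18 at 4 h, stood Phgdh and Psat1 of serine synthesis (Fisher's exact test, adjusted p = 0.023). With them stood Cdkn1b and Ccng2 of the G1 regulators (Fisher's exact test, adjusted p = 0.046). Ccng2, Igfbp3 and Mdm2 of the p53 pathway stood there too (Fisher's exact test, adjusted p = 0.019). The p53 list did not pass against the clustered genes alone (adjusted p = 0.13), and the serine and G1 lists were not tested against them.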

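Other metabolic genes stood in clusters that fell. The cluster of 224 genes, at a mean log2 change of -0.17 ± 0.14 (SD over genes) at 1 h and -0.40 ± 0.14 at 4 h, held 13 of the 29 expressed genes of cytochromes P450 and xenobiotic metabolism, among them Cyp2d10 and Ugt2b5 (Fisher's exact test against the expressed genes, adjusted p = 3.1e-09). Against the clustered genes alone it held 13 of 20 (Fisher's exact test, adjusted p = 0.02). The cluster of 117 genes rose to 0.20 ± 0.16 at 1 h and fell to -0.26 ± 0.17 at 4 h. It held 5 of the 10 expressed genes of bile acids, with Baat, Amacr and Nr1h4 (Fisher's exact test, adjusted p = 6.6e-05), and 5 of 26 of amino acid catabolism (adjusted p = 0.0048). Neither passed against the clustered genes alone (Fisher's exact test, adjusted p = 0.068 and 0.12). The cluster of 36 genes went down furthest, to -0.92 ± 0.32 at 4 h.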

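The cluster of 286 genes had a mean log2 change of 0.25 ± 0.12 (SD over genes) at 1 h and 0.35 ± 0.13 at 4 h. It held 9 of the 22 expressed genes of DNA replication, among them Gmnn, Gins1 and Mcm2 (Fisher's exact test against the expressed genes, adjusted p = 6.2e-05), and 5 of 17 immediate early genes, with Junb and Zfp36 (adjusted p = 0.026). Neither list passed against the clustered genes alone (Fisher's exact test, adjusted p = 0.098 and 1). Clusters are given by size, since k-means numbers them in no set order.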

Cluster 4 shows a characteristic time-course pattern after *IL-6 *stimulation, but we were not able to reveal any significant biological processes associated to *IL-6*. Altogether, *k*-means clustering neither identifies the direct response upon *IL-6 *nor the separation between early and late cell cycle genes. 

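Genes of JAK-STAT signalling were spread over clusters of different height. The cluster of 2 genes consisted of Socs3 and Cebpd, with a mean log2 change of 2.56 ± 0.12 (SD over genes) at 4 h, and the cluster of 15 genes held Bcl3, Cebpb and Pim3 of the JAK-STAT list (Fisher's exact test against the expressed genes, adjusted p = 0.00037 and 0.00042). Against the clustered genes alone both still passed (Fisher's exact test, adjusted p = 0.013 and 0.03). Cdkn1b and Mcm2 fell into different clusters, that of 57 and that of 286 genes.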

Comparing the result of FunCluster, we also identify a set of co-regulated genes associated with cell cycle (Cluster 3; see Figure 6c). Genes grouped in this cluster show an increase in expression after the stimulus. However, FunCluster was also not able to separate the early and late cell cycle processes, observed by GraDe. Genes associated with metabolic processes are grouped in cluster 5, showing a decreasing expression pattern after one hour of stimulation. Therefore, FunCluster also identifies the downregulation of metabolic processes indicating that IL-6 reduces expenditures for the energy metabolism. However, FunCluster was not able to identify the primary response of IL-6 mediating the production of acute phase proteins (APP) by hepatocytes. Moreover, FunCluster also did not find any significant processes related to the JAK-STAT related genes, such as *Stat3*, *Hamp*, *Cepbd *and *Osmr*, showing an increased expression pattern.

These results show that the decomposition obtained by GraDe provided much more detailed biological insights than PCA, *k*-means clustering or FunCluster. PCA was able to identify three main biological processes upon *IL-6 *stimulus. However, it failed to give a correct time-resolved pattern of these biological processes, whereas sources from GraDe reproduce the characteristic time-course behavior of the *IL-6 *response. Moreover, GraDe reveals a much more structured and time-resolved result, which allows assigning each source to a different main process.

### Robustness analysis

Detailed knowledge about gene regulation is often not available and far from complete. Therefore, the quality of a large-scale gene regulatory network is not perfect. In order to test the effect of network errors on the output of GraDe, we performed two robustness analyses. Starting with our TRANSPATH network, we generated randomized versions by either shuffling the network content or adding random information (see Methods). By shuffling edge information of the gene regulatory network between 0.1 and 100% of all original edges, we simulated a loss of information. To quantify robustness, we employed the Amari-index, which measures the deviation between two mixing matrices. We obtained significantly low Amari-indices for up to 3% reshuffled edges within the gene regulatory networks (mean Amari-index = 3.83, *p *= 0:034), whereas a complete randomization of the network results in an Amari-index of 9.63 (see Figure 7a). This shows that the quality of the regulatory network has of course a strong influence on the output of the GraDe algorithm. It is obvious that GraDe depends on the regulatory network, and replacing gene interaction through random information will lead to loss of the signals.

**Figure 7:**
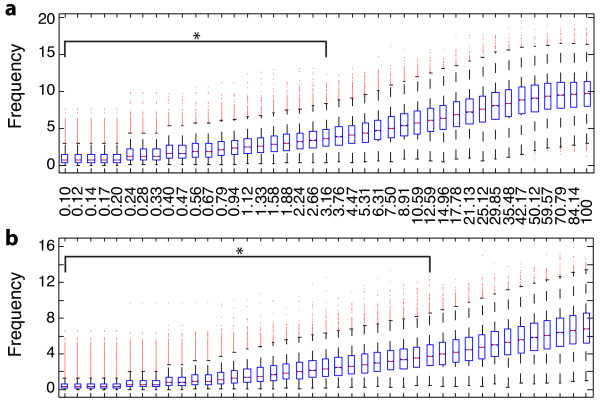
**Robustness analysis**. Robustness analysis: We evaluated the robustness of GraDe against errors in the underlying graph. To this end, we compared the mixing matrix that we extracted with the TRANSPATH network with those obtained based on perturbed versions. For this comparison we use the Amari index (see Methods). The boxplots show Amari-indices obtained with (**a**) a network rewiring approach and (**b**) when adding random information to the network. The x-axis shows the amount of information randomized (in %), the y-axis gives the obtained Amari-index. * indicates significant 95% quantiles compared to a random sampling (*p*-value ≤ 0.05). We see that GraDe is robust against a reasonable amount of wrong information.

We ran a second robustness analysis by adding random information to the existing gene regulatory network. This is important because we expect large-scale networks extracted from literature to contain many false-positives. Significantly low Amari-indices were obtained by adding up to 13% random information (mean Amari-index = 3.94, *p *= 0:046) to the network (see Figure 7b). This result shows that GraDe is able to detect the signals even after adding a large amount of probably wrong information to the network. The tolerance of the algorithm to the second randomization strategy is much higher, as here no correct information is destroyed. Overall, with both randomization procedures we were able to prove that GraDe is robust against a reasonable amount of both, false positives and missing information.

In addition, we analyzed the noise effect of gene expression data by randomly choosing between one and three replicates for each time point. We found significantly low Amari-indices (mean Amari-index = 4.16 *p *= 0:026) by comparing the 95% quantile of the resulting Amari-index with a random sampling. Thus, GraDe is also robust against biological noise.

## Conclusion

*IL-6 *promotes liver regeneration and protects against liver injury. In order to understand these effects in a time-resolved manner, we performed a time-course microarray experiment of *IL-6 *stimulated primary mouse hepatocytes. Standard techniques applied to this data set only partly revealed temporal gene expression patterns following the stimulation. To resolve the interaction of *IL-6 *and the corresponding cellular responses in more detail, we developed GraDe. It extracts overlapping clusters from large-scale biological data by combining a matrix factorization approach with the integration of prior knowledge. Applying GraDe to our experiment, we identified the activation of acute phase proteins, which are known to be one of the primary response upon infection based in ammation. Moreover, we observed that *IL-6 *activates cell cycle progression, as well as the down-regulation of genes associated with metabolic processes and programmed cell death. Therefore, *IL-6 *mediated priming renders hepatocytes more responsive towards cell proliferation and reduces expenditures for the energy metabolism.

## Methods

### IL-6 stimulated mouse hepatocytes

RNA probes from primary mouse hepatocytes were assessed with the Bioanalyzer 2100 (Agilent) to ensure that 28S/18S rRNA ratios were in the range of 1.5 to 2.0 and concentrations were comparable between probes. For each time point, 4 g of total RNA were used for the hybridization procedure using the One-Cycle Target Labeling Kit (Affymetrix). Fluorescence intensities were acquired with the GeneChip Scanner 3000 and the GCOS software (Affymetrix). GeneChip Mouse Genome 430 2.0 Arrays (Affymetrix) were used in the analysis comprising stimulations with 1 nM *IL-6 *for 1 h, 2 h, 4 h and an unstimulated control (0 h) each performed in triplicates. As a probe level model (PLM) for microarray data an additive-multiplicative error model was used. Data processing was performed using the Limma toolbox [31] provided by Bioconductor [32]. The RMA approach was used for normalization and background correction. Probe sets were filtered out by the genefilter package. A gene was considered as expressed if the signal was above 100 (unlogged data) for at least one time point. Finally, we obtained a data set of 5709 genes. Significantly regulated genes compared to time point 0 h were determined by using the LIMMA (Linear Models for Microarray Data) method [33]. The Limma toolbox uses the moderated *t*-statistics to identify significant regulated genes. Moreover the moderated *t*-statistics is advisable for a small number of arrays [33,34]. A gene was determined as significant regulated if the *p*-value was <0.05 after multiple testing correction by the Benjamini-Hochberg procedure [35]. Raw data are available at GEO with accession number GSE21031.

### Gene Regulatory network

In order to link genes along an underlying network we used the TRANSPATH database [36] that provides detailed knowledge of intracellular signaling information based on changes in transcription factor activity.

We searched for direct gene or protein interactions within the TRANSPATH database using the terms: transactivation, increase of abundance, expression, activation, DNA binding, increase of DNA binding, transrepression, decrease of abundance, decrease of DNA binding, and inhibition.

### Principle component analysis

For principle component analysis (PCA) we performed an eigenvalue decomposition of the covariance matrix of the data set *X*. Thereby we obtained a decomposition into an orthonormal source matrix S and an orthogonal mixing matrix *A*. We applied PCA to the same set of expressed genes as GraDe and also inferred four sources. We defined for each component two submodes by grouping genes with a threshold ≥+2 standard-deviations and a second set of genes having a source weight of ≤-2 standard-deviations.

### *k*-means clustering

In order to ensure a fair comparison of *k*-means clustering with GraDe and PCA, we first applied a gene selection step to provide that all methods selected an approximately equal number of genes, as proposed in [12]. We ranked all expressed genes according to their expression variance across the time-course and then selected the top 15% variable genes. Having the selected genes, clustering was then performed using *k*-means clustering [29], where *k *was set to 8 in order to match the same number of submodes inferred by GraDe and PCA.

### FunCluster

In addition to *k*-Means clustering, we also include a clustering method which incorporates Gene Ontology information into the clustering task. We use the FunCluster method, which performs functional analysis of gene expression data [30,37]. FunCluster detects co-regulated biological processes through a specially designed clustering procedure involving biological annotations (GO and KEGG) and gene expression data. We apply the FunCluster implementation provided within the R environment [38] and using standard parameters.

### Enrichment analysis

For gene sets grouped in sources obtained by GraDe and PCA or *k*-means clusters we performed an enrichment analysis to determine significantly enriched biological processes and pathways. For biological processes we performed a Gene Ontology (GO) [39] term enrichment analysis, which was carried out with the R package GOstats [32]. For pathway enrichment analysis we used non-metabolic pathways that are manually curated by the Kyoto Encyclopedia of Genes and Genomes (KEGG) [40]. Pathway enrichment was also evaluated with the GOstats package. To correct for multiple testing, we used the Benjamini-Hochberg procedure [35] and called an association significant if the *p*-value was less than 0.05. To evaluate the mapping of pathways to submodes or clusters we applied the pathway enrichment index (PEI), as proposed by [12]. For each submode or cluster we evaluated the significance of enrichment of a set of genes in a particular pathway by using a hypergeometric test. A pathway association was considered as significant if the *p*-value was below 0.05 after multiple testing correction using the Benjamini-Hochberg procedure. The PEI was then defined as the fraction of significant pathway mapped to at least one submode or cluster.

### Robustness analysis

Robustness analysis was performed by two network randomizations. The gene regulatory network is interpreted as a weighted bipartite graph, i.e. a graph with two sets of nodes (regulators and regulated genes). Weighted edges indicate interactions either activating or inhibiting. First, we randomized existing edge information within the network between 0.1 and 100%. In each step we shuffled 10:000 times the corresponding amount of edges using a degree-preserving rewiring [41,42]. Applying GraDe with the resulting networks we obtained new factorizations. To compare the original and new results in a quantitative way, we used the Amari-index [43]. For each step we took the 95% quantile of the random sampling and calculated a *p*-value by comparing this quantile to Amari-indices obtained comparing normally distributed random separating matrices and the original mixing matrix. In a second randomization approach, we added 10:000 times new information (edges) between 0.1 and 100% of the original network content and calculated the 95% quantile of the resulting Amari-indices. Again, the *p*-value was calculated by comparing each quantile with a random sampling.

For analysis of robustness against noise we randomly chose between one and three replicates for each time point and ran GraDe. For each run, we calculated the Amari-index. Again, we compared the 95% quantile of the resulting distribution with a random sampling to obtain the corresponding *p*-value.

## Authors' contributions

FJT and UK conceptualized the study. AK, FB and FJT designed and implemented the algorithm, AK analyzed and interpreted the expression data. SB, MS and NG performed the experiment. AK, FB, SB, UK and FJT wrote the manuscript. All authors read and approved the final version of the manuscript.

## Supplementary Material

Additional file 1 **Supplementary information**. Additional file contains supplementary information. Click here for file

# Supplementary material for: Knowledge-based matrix factorization temporally resolves the cellular responses to IL-6 stimulation
**Source:** BMC Bioinformatics. 2010 Nov 30;11:585. doi: 10.1186/1471-2105-11-585
**Supplement:** Additional file 1 — Supplementary information. Additional file contains supplementary information.

# Supplementary Information

## Knowledge-based matrix factorization temporally resolves the cellular responses to IL-6 stimulation

Andreas Kowarsch<sup>1</sup>, Florian Blöchl<sup>1</sup>, Sebastian Bohl<sup>2</sup>, Maria Saile<sup>3</sup>, Norbert Gretz<sup>3</sup>, Ursula Klingmüller<sup>2</sup>, Fabian J. Theis<sup>1,4</sup>

### Table of contents

## GraDe results

To analyze alterations in the gene response in *IL-6* stimulated primary mouse hepatocytes by GraDe, a time-course microarray experiment was performed. Based on the time-course gene expression data we observed 5709 genes expressed during the experiment. The gene list of the time-course expression data and the corresponding gene regulatory network can be downloaded on our webpage: <http://cmb.helmholtz-muenchen.de/grade/>. A complete list of all genes and the corresponding source contribution is also available on our webpage.

The following subsections list the significantly enriched GO-terms and pathways found in the source matrix obtained by GraDe.

### GO-Term enrichment

#### Source 1

**Table 1:** GO-Term enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 1. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 2:** GO-Term enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 1. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

## Source 2

**Table 3:** GO-Term enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 2. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

Table 4 continued on next page

Table 4 continued on next page

Table 4 continued on next page

**Table 4:** GO–Term enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 2. GOBPID shows the corresponding GO–Term ID. Term indicates the biological process. Count shows the number of genes found for this GO–Term and Size is the number of all genes for the corresponding GO–Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Source 3**

**Table 5:** GO–Term enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 3. GOBPID shows the corresponding GO–Term ID. Term indicates the biological process. Count shows the number of genes found for this GO–Term and Size is the number of all genes for the corresponding GO–Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Source 4**

Table 6 continued on next page

**Table 6:** GO–Term enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 4. GOBPID shows the corresponding GO–Term ID. Term indicates the biological process. Count shows the number of genes found for this GO–Term and Size is the number of all genes for the corresponding GO–Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

Table 7 continued on next page

**Table 7:** GO–Term enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 4. GOBPID shows the corresponding GO–Term ID. Term indicates the biological process. Count shows the number of genes found for this GO–Term and Size is the number of all genes for the corresponding GO–Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

## Pathway enrichment

### Source 1

**Table 8:** KEGG pathway enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 1. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The p-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 9:** KEGG pathway enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 1. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The p-value is based on the conditional hypergeometric test, corrected by FDR.

### Source 2

**Table 10:** KEGG pathway enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 2. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The p-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 11:** KEGG pathway enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 2. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The p-value is based on the conditional hypergeometric test, corrected by FDR.

### Source 3

table 13 continued on next page

**Table 12:** KEGG pathway enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 3. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 13:** KEGG pathway enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 3. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

#### Source 4

**Table 14:** KEGG pathway enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 4. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

table 15 continued on next page

**Table 15:** KEGG pathway enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 4. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

## PCA results

To validate our findings obtained by GraDe we first used PCA, which is a standard technique to explore microarray data. We applied PCA to the same set of expressed gene compared to GraDe. We inferred four component similar to GraDe and define for each component two submodes by grouping genes with a threshold  $\geq +2$  sigma and a second set of genes having a component weight of  $\leq -2$  sigma.

The following subsections list the significantly enriched GO-terms and pathways found in the source matrix obtained by PCA.

### Eigenvalues of the PCA

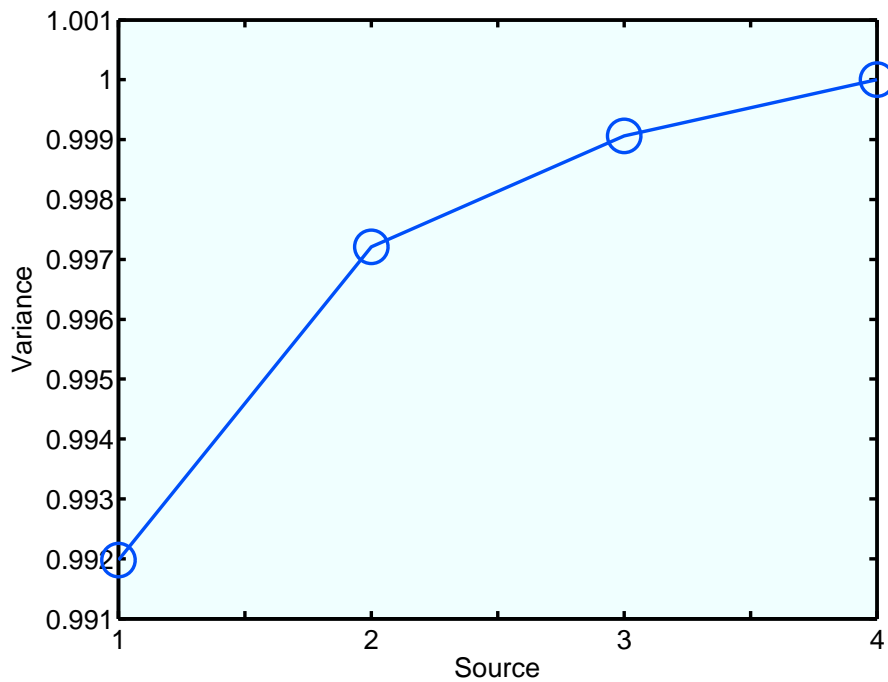

**Additional Figure 1:** We applied the PCA to the *Il-6* stimulated primary mouse hepatocytes. The figure shows the cumulative eigenvalues of the PCA for the 4 different sources. The result indicates that source 1 contains 99% of the variance in the time-course data.

## GO-Term enrichment

### Source 1

**Table 16:** GO -Term enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 1. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The p-value is based on the conditional hypergeometric test, corrected by FDR.

table 17 continued on next page

**Table 17:** GO -Term enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 1. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The p-value is based on the conditional hypergeometric test, corrected by FDR.

**Source 2**

**Table 18:** GO -Term enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 2. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

table 19 continued on next page

**Table 19:** GO -Term enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 2. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The p-value is based on the conditional hypergeometric test, corrected by FDR.

### Source 3

table 20 continued on next page

**Table 20:** GO -Term enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 3. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 21:** GO -Term enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 3. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

#### Source 4

**Table 22:** GO -Term enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 4. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 23:** GO -Term enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 4. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

## Pathway enrichment

### Source 1

**Table 24:** KEGG pathway enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 1. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The p-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 25:** KEGG pathway enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 1. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The p-value is based on the conditional hypergeometric test, corrected by FDR.

### Source 2

table 27 continued on next page

**Table 26:** KEGG pathway enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 2. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 27:** KEGG pathway enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 2. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

### Source 3

**Table 28:** KEGG pathway enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 3. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The p-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 29:** KEGG pathway enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 3. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The p-value is based on the conditional hypergeometric test, corrected by FDR.

#### Source 4

**Table 30:** KEGG pathway enrichment for all genes showing a positive contribution ( $\geq 2$ ) in source 4. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The p-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 31:** KEGG pathway enrichment for all genes showing a negative contribution ( $\leq -2$ ) in source 4. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The p-value is based on the conditional hypergeometric test, corrected by FDR.

## Result of the $k$ -means clustering

To provide an objective comparison of  $k$ -means clustering with GraDe and PCA, we first applied a feature selection step to ensure that all methods selected an approximately equal number of genes, as proposed in Teschendorff et al. 2007. We ranked all expressed genes accordingly to their expression variance across the time-course and then selected the top 15% variable genes. Having the selected features, clustering was then performed using a robust version of  $k$ -means clustering, where  $k$  was set to 8 in order to match the same number of submodes inferred by GraDe and PCA.

## GO-Term enrichment

**Table 32:** GO -Term enrichment for all genes in cluster 1. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The  $p$ -value is based on the conditional hypergeometric test, corrected by FDR.

table 33 continued on next page

**Table 33:** GO -Term enrichment for all genes in cluster 2. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The p-value is based on the conditional hypergeometric test, corrected by FDR.

table 34 continued on next page

**Table 34:** GO -Term enrichment for all genes in cluster 3. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The p-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 35:** GO -Term enrichment for all genes in cluster 4. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The p-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 36:** GO -Term enrichment for all genes in cluster 5. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 37:** GO -Term enrichment for all genes in cluster 6. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 38:** GO -Term enrichment for all genes in cluster 7. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 39:** GO -Term enrichment for all genes in cluster 8. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

## Pathway enrichment

**Table 40:** KEGG pathway enrichment for all genes in cluster 1. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 41:** KEGG pathway enrichment for all genes in cluster 2. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 42:** KEGG pathway enrichment for all genes in cluster 3. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 43:** KEGG pathway enrichment for all genes in cluster 4. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 44:** KEGG pathway enrichment for all genes in cluster 5. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 45:** KEGG pathway enrichment for all genes in cluster 6. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The p-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 46:** KEGG pathway enrichment for all genes in cluster 7. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The p-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 47:** KEGG pathway enrichment for all genes in cluster 8. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The p-value is based on the conditional hypergeometric test, corrected by FDR.

## FunCluster results

### GO-Term enrichment

**Table 48:** GO-Term enrichment for all genes in cluster 1. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 49:** GO-Term enrichment for all genes in cluster 2. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 50:** GO-Term enrichment for all genes in cluster 3. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

table 62 continued on next page

**Table 51:** GO-Term enrichment for all genes in cluster 4. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 52:** GO-Term enrichment for all genes in cluster 5. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 53:** GO-Term enrichment for all genes in cluster 6. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 54:** GO-Term enrichment for all genes in cluster 7. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 55:** GO-Term enrichment for all genes in cluster 8. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 56:** GO-Term enrichment for all genes in cluster 9. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 57:** GO-Term enrichment for all genes in cluster 10. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 58:** GO-Term enrichment for all genes in cluster 11. GOBPID shows the corresponding GO-Term ID. Term indicates the biological process. Count shows the number of genes found for this GO-Term and Size is the number of all genes for the corresponding GO-Term. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

## Pathway enrichment

**Table 59:** KEGG pathway enrichment for all genes in cluster 1. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 60:** KEGG pathway enrichment for all genes in cluster 2. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 61:** KEGG pathway enrichment for all genes in cluster 3. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 62:** KEGG pathway enrichment for all genes in cluster 4. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 63:** KEGG pathway enrichment for all genes in cluster 5. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

**Table 64:** KEGG pathway enrichment for all genes in cluster 6. KEGGID shows the corresponding GO-Term ID. Term indicates the KEGG pathway. Count shows the number of genes found for this pathway and Size is the number of all genes for the corresponding pathway. The *p*-value is based on the conditional hypergeometric test, corrected by FDR.

## Clustering of significantly regulated genes

All Affymetrix GeneChip arrays were preprocessed as described in the Methods section. To find significantly expressed genes, for every available gene, i.e. probe set, a t-test was applied to compare the expression level of time point *t* with the reference time 0h. In order to cope with the occurring multiple-testing problem for 45101 probe sets, the obtained *p*-values are corrected with the false-discovery- rate method. 

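The paper's Tables 65 to 68 list 121 entries with their log2 changes. Each matched a different probe set of the deposited values by its 3 changes, to within 3.1e-09, 107 of them also by symbol, and all 121 pass both thresholds in limma. They stand for 103 symbols, so that the unit counted is the probe set. Further probe sets passed here as well, 12 in number, among them 1 each of Saa1, the serum amyloid, Thbs1, or thrombospondin, Vsig4, a receptor of macrophages, and Tdo2. These 4 were picked out after their values had been seen. For Saa1, Thbs1 and Tdo2 another probe set of the gene passed too and is among the 121, so these genes are not missing from the paper's tables. Vsig4 is not in those tables.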

Finally we obtained a set of 121 genes having a *p*-value  $\leq 0.05$  and a log 2 change of 1. Moreover, we applied a *k*-means clustering to temporally group this set into 4 cluster. 

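Grouped into 4 clusters by k-means on their log2 changes, the 133 probe sets fell into 3 rising groups and 1 falling group. The smallest, of 4 probe sets of Socs3 and Cebpd, had mean changes of 3.09 at 1 h, 2.48 at 2 h and 2.37 at 4 h. A cluster of 19 probe sets stayed at 1.19, 1.32 and 1.27, and one of 64 went to 0.70, 0.98 and 0.71. The falling cluster of 46 probe sets went to -0.58 at 1 h, -0.91 at 2 h and -1.18 at 4 h.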

The following tables show the corresponding gene for each cluster

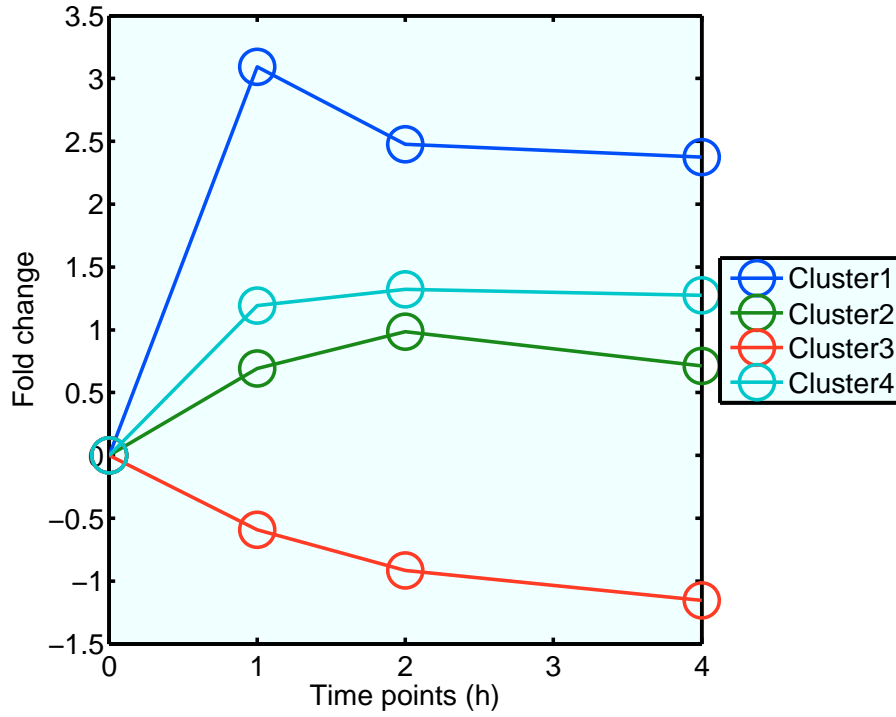

**Additional Figure 2:** The result of the  $k$ -means clustering is plotted. The x-axis shows the measured time-points and the y-axis shows the fold-change values of the centroids at that time-points.

**Table 65:** Significantly expressed genes in Cluster 1. h0 to h4 show the foldchange expression values of the time points h0 to h4. clusterID indicates the  $k$ -means clustering result.

Table 66 continued on next page

Table 66 continued on next page

**Table 66:** Significantly expressed genes in Cluster 2. h0 to h4 show the foldchange expression values of the time points h0 to h4. clusterID indicates the  $k$ -means clustering result.

**Table 67:** Significantly expressed genes in Cluster 3. h0 to h4 show the foldchange expression values of the time points h0 to h4. clusterID indicates the  $k$ -means clustering result.

Table 68 continued on next page

**Table 68:** Significantly expressed genes in Cluster 4. h0 to h4 show the foldchange expression values of the time points h0 to h4. clusterID indicates the  $k$ -means clustering result.

## Yeast cell cycle data

The yeast cell cycle data were published by Cho et al. (1998). The data contains the expression profiles of 6220 genes over 17 time points taken at 10-min intervals. This set of data has been analyzed by various studies, e.g. Tamayo et al. (1999), Lukashin and Fuchs (2001), Yeung et al. (2001), Liao (2003) and Qu (2004). The entire dataset is available at <http://genome-www.stanford.edu/cellcycle/>. The gene regulatory network used as prior knowledge for GraDe was obtained from [http://web.wi.mit.edu/young/regulator\\_network/](http://web.wi.mit.edu/young/regulator_network/). We used the data set and applied GraDe, PCA,  $k$ -means clustering, and the FunCluster method on the data.

We evaluated the four different methods by taking the five cell division phases (early G1, late G1, S, G2, and M) into account. We assigned for each method and cell cycle phase the best source or cluster containing the highest amount of genes of the particular cell cycle phase. Table 69 summarizes the results obtained for the four different methods. Additional Figure 3 shows the time-course pattern of the resulting sources or clusters for GraDe, PCA,  $k$ -means clustering, and FunCluster.

**Table 69:** The table summarizes the results for the four different methods. S and C indicate source and cluster, respectively. Pos and Neg indicate a positive or negative source contribution. The numbers in brackets are the numbers of genes found for the particular cell cycle phase. The percentage indicates the fraction of cell cycle genes compared to all gene in the particular source or cluster.

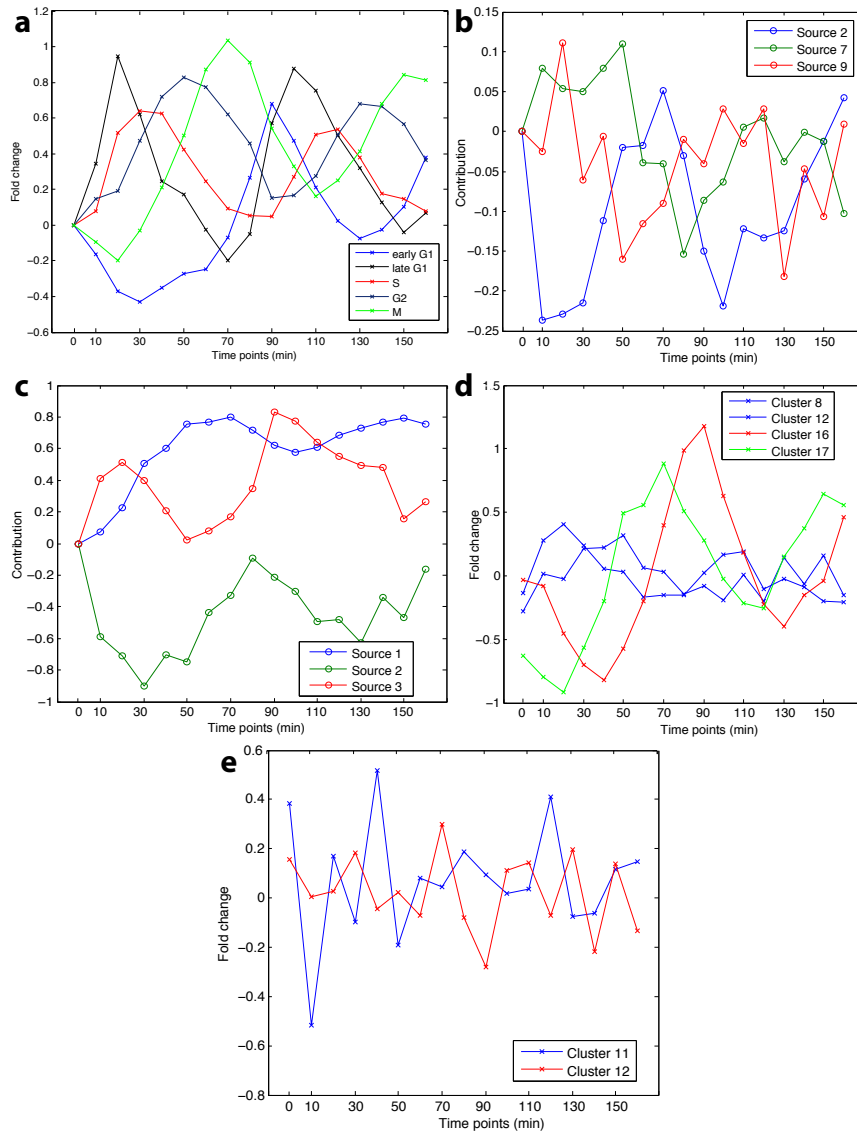

**Additional Figure 3:** Time-course profiles. (a) shows the time-course pattern for the five different cell division phases. (b-e) show the time-course expression profiles for GraDe, PCA, *k*-means, and FunCluster. The x-axis shows the 17 different data points. The expression profiles were measured for 160 minutes at 10-min intervals. Source contribution or fold change values are illustrated by the y-axis.

The yeast cell cycle genes had expression levels peaking at different times corresponding to the five phases of the cell cycle (see Additional Figure 3a). We used these five different sets of genes to assign the best source or cluster for each method at a particular cell cycle phase. The time-course patterns of GraDe correctly identified the expression profiles of the cell cycle genes in the early G1 phase. We found the highest amount of genes for the early G1 phase in the source 7 with genes having a negative contribution. In total, we identify 23 early G1 genes (compare Table 69). The time-course expression pattern of genes in source 7 having a negative contribution shows the characteristic decrease in expression until 30-40 minutes and the increase in expression with the highest peak at 80 minutes (see Additional Figure 3b). Moreover, GraDe also identified the following decrease with an increasing pattern at 160 minutes. Comparing the result of PCA, we found the highest amount of genes for the early G1 phase in Source 2. This source also correctly showed the decrease until 30 minutes followed by the activation peak at 80 minutes (see Additional Figure 3c). *K*-means identify a reasonable amount of early G1 genes but cluster 16 failed to find the correct time-course profile (see Additional Figure 3d). Using the FunCluster method, which incorporates gene annotation and gene expression into the clustering task, we did not find a specific cluster assigned to the early G1 phase.

The late G1 phase shows an early activation peak at 20 minutes followed by a decreasing until 100 minutes. A second peak was identified at 110 minutes (see Additional Figure 3a). Using GraDe, we found these genes grouped in source 2 having a negative contribution. Again, this source perfectly identified the exact time pattern of the late G1 phase with both activation peaks and decreasing phases. For the PCA we identify the highest amount of late G1 genes in Source 3. This source also founds both activation peaks at 20 and 100 minutes. Compared to GraDe, PCA identified less late G1 genes and grouping more genes in the particular source. *K*-means obtain a similar result to PCA in the amount of identifies genes, however the resulting cluster contained only 18% of late G1 genes. Moreover, the time-course of cluster 8 shows only the first activation peak at 20 minutes. FunCluster grouped the late G1 phase by identifying a similar amount of genes compared to GraDe. However, cluster 11 showed none of the characteristic activation peaks obtained by GraDe or PCA (see Additional Figure 3e).

Genes of the S phase show a similar expression pattern to the late G1 phase. The first activation peak is shifted by 10 minutes followed by the same phase of decreasing expression profiles. The second peak is then again shifted by 10 minutes compared to the late G1 phase (see Additional Figure 3a). GraDe and *k*-means identified S phase related genes in the same source or cluster as the late G1 genes, reflecting the very similar time-course expression pattern. But again, only the time-course profile of GraDe reflected the activation peaks and decreasing phases obtained by the time-course data set. Different to GraDe and *k*-means, PCA identified S phase genes in the same source as the early G1 genes. Hence, the time-course profile did not reflect the correct expression profile for the S-phase genes. FunCluster identified S-phase genes in the same cluster as the late G1 genes, similar to GraDe and *k*-means. Based on a combined annotation of late G1 and S phase, FunCluster identified the highest amount of S phase genes compared to the other methods.

The G2 phase genes showed a strong increase in expression after 50 minutes followed by a decreasing until 90 minutes and a second peak at 130 minutes. GraDe grouped these genes in Source 9 having a negative contribution. Again, GraDe was able to detect the first and second activation peak at 50 and 130 minutes, respectively. However, GraDe identified only 8 genes of the G2 phase in this source. A similar result was obtained for PCA identifying only 6 genes in source 1. Moreover, Source 1 showed the activation peak at 70 minutes but failed to find the decreasing phase and second activation peak. *K*-means identified the highest number of G2 genes but cluster 12 failed to find the time-course expression profile of G2 genes in a proper way. Using the FunCluster method, we did not find a specific cluster assigned to the G2 phase.

The final M phase starts with a decreasing phase until 20 minutes followed by an activation peak at 70 minutes and repeating pattern until 160 minutes. GraDe correctly detected this time-course pattern using Source 2. PCA identified a similar amount of M phase genes compared to GraDe but grouped these genes into Source 1, which failed to find the time-course expression pattern. *K*-means perfectly identified the time-course expression profile of the M phase. FunCluster found the highest

amount of M-phase genes in cluster 12. However, the cluster 12 failed to find the expression profile of the M phase.

In comparison to PCA,  $k$ -means and FunCluster, GraDe was the only method, which correctly identified all five different yeast cell cycle expression profiles. In addition to the analyzed data set of *IL-6* stimulated primary mouse hepatocytes, we were able to show that including prior knowledge into the separation task leads to a much more structured and detailed separation of the time-dependent responses compared to standard techniques such as PCA,  $k$ -means or FunCluster.

## Illustration of GraDe

### Bifan topology

As illustrated in Figure 3a, we used for the first toy example a bifan structure. We assume to have six nodes from a stimulated time-course. The system is described by ordinary differential equations and interactions are modeled by sigmoidal hill functions. We set the hill coefficient for all reactions to 3. The dissociation was set to 1 and the ligand concentration to 0.00001 for all reactions.

A Matlab file containing the expression values shown in Figure 3b is available on our webpage <http://cmb.helmholtz-muenchen.de/grade/>. This file contains also the network matrix illustrated in Figure 3a.

### Funnel topology

We generated a funnel structure for the second toy example. For this example, we generated node expressions for three different conditions. The node expression for condition 1-3 is shown in the Additional Table 70.

A Matlab file containing the expression values shown in Table 70 is available on our webpage <http://cmb.helmholtz-muenchen.de/grade/>. This file contains also the network matrix illustrated in Figure 3f.

**Table 70:** Node expression during the three different conditions based on our second toy example. 1 indicates an active node, 0 an inactive.

## Examples of overlapping clusters

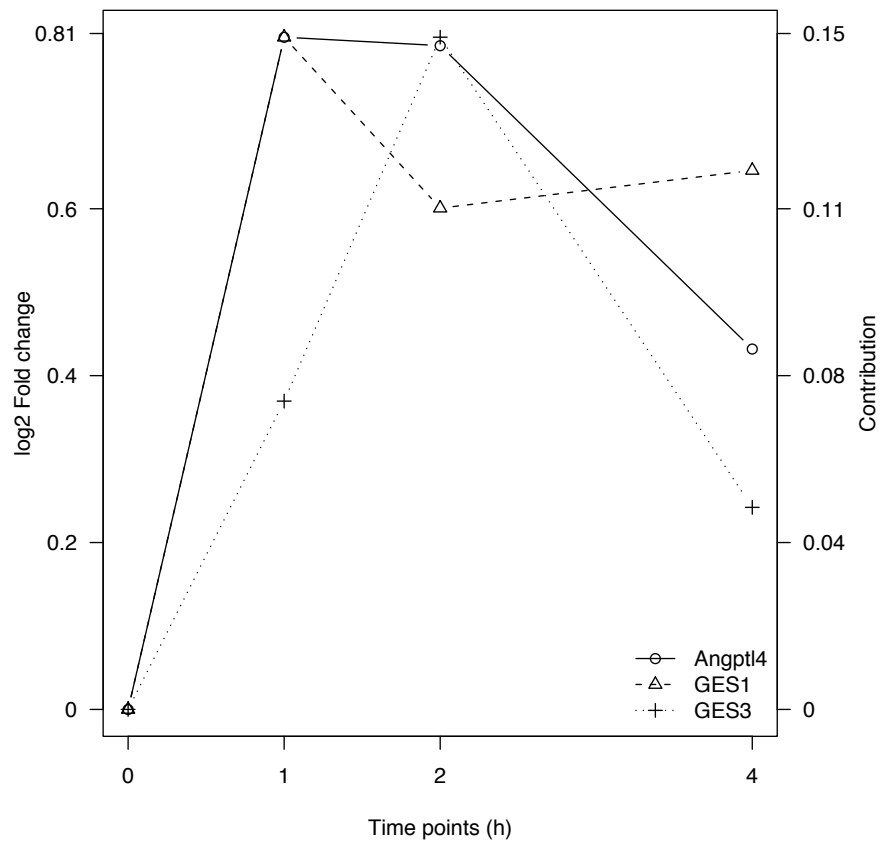

**Additional Figure 4:** *Angptl4* is a positive acute phase protein showing a strong increase in expression during the first hour after stimulation followed by a decrease after two hours (see Additional Material). We identify *Angptl4* in GES 1 and 3 showing perfectly the strong increase after IL-6 (GES 1) and the induced decreased after 2 hours (GES 3).

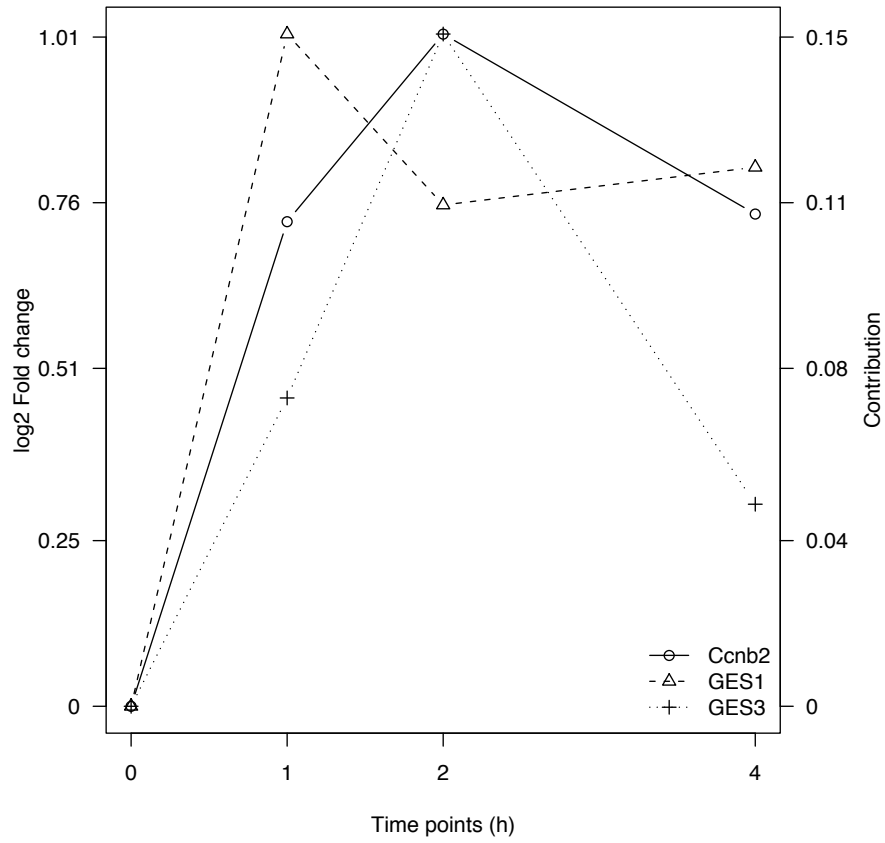

**Additional Figure 5:** *Ccnb2* a late cell cycle genes, which repression leads to cell cycle arrest in the G2 phase. The time-course expression pattern, shows a strong increase after *IL-6* stimulation followed by a decrease after two hours. We identify *Ccnb2* in GES 1 and GES 3 perfectly reconstruct the strong increase after the stimulation and the inactivation after two hours.

How the deposited data were processed for this re-analysis (not part of the article)

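RNA of primary mouse hepatocytes was measured on 12 Affymetrix mouse arrays, 3 at 0 h before stimulation and 3 each at 1 h, 2 h and 4 h after 1 nM IL-6. The authors made the deposited log2 values from the array scans by RMA, and state limma as the tool of their test without a version. The deposited table holds 45101 probe sets with values from 0.7645 to 13.13, and every column belongs to a sample of its own. The values were used as deposited. Array medians ran from 3.32 to 3.39, and correlations between arrays were 0.9965 to 0.9975 within a time and 0.9947 to 0.9967 across times.

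Of the 45101 probe sets, 64 controls were left out and 45037 tested. By the annotation of the array 34958 belong to a single gene, 932 to several and 9211 to none, and 204 symbols had no match in the RefSeq gene table for the mouse. For each of 18193 genes the probe set with the highest mean over the 12 arrays was taken, and probe sets shared by several genes were left out. Genes without a symbol in the annotation used, among them Trp53 and Ccnb1, were not analysed here, and results for some genes are not reported here.

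The 4 times were fitted together in R 4.3.3 with limma 3.58.1, with empirical Bayes shrinkage of the variances, and each later time was compared with 0 h and the later times with each other. P-values were adjusted by Benjamini-Hochberg within each comparison at a threshold of 0.05, and for the study's own threshold an absolute log2 change of 1 was added. The 3 arrays of a time limit the precision. The method was tested on simulated data with 200 changed probe sets a comparison: at 2 h 38 of 67 with a log2 change of 0.5 were called, 66 of 67 with a change of 1 and 66 of 66 with a change of 2, together with 7 unchanged ones. At 1 h 11 unchanged probe sets were called, and at 4 h 12. Of 40 simulated lists of 25 genes, the 4 shifted by 0.4 were called and the others were not, at both settings of the correlation between genes. Only this shift was simulated, at 1 h. Smaller ones, such as the median of -0.06 for glycolysis at 1 h, were not tested. In a simulated clustering 300 of 300 genes were placed.

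The genes named in the text are those the paper's text names, with the subunits of AP-1 and cyclins A to E, for each later time the 10 genes with the largest rise and the 10 with the largest fall among those called whose 3 arrays all lie beyond the 3 at 0 h, and for each list up to 4 members with the smallest p in either direction, or the 2 with the highest mean level where none was called. Of the genes named, Akt1, Aldoa, Angptl4, Baat, Birc3, Casp12, Ccnd3, Cdk2, Cdkn1b, Cebpd, Dbp, Egln3, F10, Fosl2, Gins1, Hpgd, Jun, Lbp, Masp1, Mcm2, Mcm4, Mdm2, Pfkfb3, Pfkp, Plat, Plk2, Psat1, Reln, Shmt1, Shmt2, Tpx2, Tspan8, Uhrf1 and Zyx have a call that none of their other probe sets shared. For Ccnd1 and Ccne1, not called here, all other probe sets were higher at 2 h. The changes in the paper's supplementary Tables 65 to 68 had been seen when this rule was written. The lists, 42 in number, were AP-1, DNA replication and G1/S, G1 regulators, G2 and mitosis, IL-6 JAK-STAT signalling, Kupffer cell and macrophage markers, NF-kB targets and chemokines, actin cytoskeleton, acute phase proteins, amino acid catabolism, anti-apoptotic genes, aryl hydrocarbon receptor targets, bile acid synthesis and transport, biliary and progenitor cell markers, circadian clock, coagulation, complement, cyclins A to E, p53 and Cdk1, cytochrome P450 and xenobiotic metabolism, endothelial cell markers, fatty acid oxidation and PPAR targets, fructose metabolism, gluconeogenesis, glycolysis, heat shock and oxidative stress, hepatocyte markers, hypoxia-responsive genes, immediate early genes, interferon-stimulated genes, iron and BMP-SMAD, lipid and sterol synthesis, lymphocyte markers, negative acute phase proteins, oxidative phosphorylation, p53 pathway, pro-apoptotic genes, ribosomal proteins, serine synthesis, stellate cell and fibroblast markers, translation factors, unfolded protein response and urea cycle. Each was tested with limma's fry, which asks whether its genes changed at all, and with limma's camera, which sets them against the other genes, at a preset correlation of 0.01 and at a correlation estimated from the arrays. The results of fry are not printed. The genes of a list were also counted with p-values adjusted over the list alone.

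A gene counted as expressed with a mean log2 value over 6.64, the log2 of a signal of 100, at 1 time or more. With means taken on the unlogged scale 5539 genes passed. On the 5538 expressed genes a principal component analysis of the time means was run, and genes beyond 2 SD on each side of a component formed a submode. Since the sign of a component is arbitrary, its sides and the direction of its course are no match with the paper by themselves. The 15% of expressed genes with the largest variance over the time means were clustered by k-means into 8 clusters with 100 starts, and the probe sets past both thresholds into 4 clusters. Lists were tested for enrichment by Fisher's exact test against the expressed genes.

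Each alternative changed 1 choice, except a separate test for each probe set, which dropped both the shrinkage of variances and the joint fit. The others were arrays or probe sets left out, normalization again, array medians set equal and a block for the replicate number. Array weights, a mean-variance trend and a fit of only the 2 groups compared were also tried. So were adjustment over the 3 comparisons with 0 h together, the control probe sets included, and another probe set per gene. The closing section gives the effect of the alternatives. The graph-decorrelated sources, the pathway enrichment index and the functional clusters of the paper need networks and annotations and are not analysed here.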

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

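The tests of RNA degradation, of handling of the cells, of the share of other liver cells for both patterns and of a steady drift, and the list tests between 1 h and 4 h, were chosen after the results they examine were seen.

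Of the 24 hypoxia-responsive genes, 6 also belong to other lists, among them Ldha and Pgk1 of glycolysis and Bnip3 of the pro-apoptotic genes. The paper discusses glycolysis and apoptosis but not the hypoxia list as a group, which was lower at every time. The list's median log2 change was -0.34 at 1 h, -0.3 at 2 h and -0.36 at 4 h, with 13 of 24 lower and 2 higher at 1 h (15 and 2 adjusted over the list alone), 14 and 2 at 2 h (15 and 2), and 14 and 1 at 4 h (15 and 2), and limma's camera called it at each time (adjusted p = 6.2e-16, 2.2e-09 and 2.5e-10; 0.0024, 0.01 and 0.0058 with an estimated correlation). Egln3, an oxygen sensor, fell by 1.77 ± 0.106 at 1 h, and Ankrd37, a target of hypoxia-inducible factor, had a change of -1.26 ± 0.102, both below the signal rule, which 12 of the 24 passed; 2 of the 24 are in the study's tables. Argued against were a normalization that moves genes by their level, since 0 of 10000 lists matched on mean level had a median as low (they ran from -0.1 to 0.15), and RNA degradation that differs between the times, since the 3' minus 5' control values differed from 0 h by at most 0.044. A change of medium or handling when the cells were stimulated cannot be told apart from IL-6, since every later array had IL-6; the median change from 1 h to 4 h was 0.

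Markers of Kupffer cells and macrophages, outside the paper's genes, had a median log2 change of 0.2 at 4 h, with 6 of 19 higher and 1 lower (9 and 1 adjusted over the list alone; limma's camera, adjusted p = 0.00027; 0.035 with an estimated correlation), and 3 and 1 at 1 h (adjusted p = 0.0084; adjusted p = 0.08 with an estimated correlation). The mean log2 values of Cd14, Cd68 and Ctss were 9.72, 6.12 and 5.78. Of the 19 genes, 1 passed the signal rule, 0 are in another list and 0 in the study's tables. Cd14 rose by 0.96 ± 0.051 and Cd68 fell by 0.49 ± 0.057. A larger share of all other liver cells on the later arrays cannot be told apart from a change within cells: the mean change at 4 h was 0.33 above that of the endothelial markers (0.27 ± 0.38 and -0.05 ± 0.12, SD over 19 and 18 genes; permutation test in both directions, p = 0.00066, with genes taken as independent), but 0 of these 18 genes passed the signal rule, so that a rise of their cells need not show. More Kupffer cells or macrophages on these arrays cannot be told apart from it either, since 42.1% of the genes lay more than 2 standard errors from the median of the list.

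Hepatocyte markers, outside the genes the paper discusses as a group, had a median log2 change of -0.24 at 4 h.

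G2 and mitosis genes rose within 1 h. Argued against was a normalization that moves genes by their level, since 0 of 10000 matched lists had a median as high (they ran from -0.07 to 0.09). A larger share of other liver cells on the later arrays cannot be told apart from a change within hepatocytes: the highest median at 2 h among the endothelial, stellate, Kupffer and lymphocyte lists was 0.2, but only 0 of 18, 5 of 19, 1 of 19 and 0 of 13 of their genes passed the signal rule. A steady drift with time in culture was argued against by the median change from 2 h to 4 h, -0.28. IL-6 and handling at stimulation cannot be told apart here, and no biological explanation beyond the time after stimulation was tested.

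Genes of iron and BMP-SMAD signalling, which the paper does not discuss as a group, although it names the member Hamp and has 4 of the 25 in its tables, had a median log2 change of 0.11 at 1 h, 0.2 at 2 h and 0.24 at 4 h, with 7 of 25 higher at 1 h, 11 at 2 h, and 12 higher and 1 lower at 4 h (11, 14 with 1 lower, and 13 with 2 lower adjusted over the list alone; limma's camera, adjusted p = 6.8e-07, 3.4e-07 and 3.6e-05; 0.003, 0.0031 and 0.0058 with an estimated correlation).

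The unfolded protein response had a median log2 change of -0.09 at 1 h, outside the paper's genes, with 1 of 24 higher and 4 lower, and gained 0.11 from 1 h to 4 h (4 genes higher).

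Amino acid catabolism had a median change of -0.26 from 1 h to 4 h (21 genes lower), while its call as lower at 4 h than at 0 h was lost with an estimated correlation (limma's camera, adjusted p = 0.056).

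Among the named genes, 5 were picked out because their calls at 1 h and 4 h were opposite, so that a difference between these times is no further evidence: Amacr (-0.57), Atf3 (-1.08), Baat (-0.95), Cps1 (-0.65) and Cyp2b10 (-1.39), each the log2 change from 1 h to 4 h. The call of Amacr at 1 h (0.25, adjusted p = 0.035, limma) was lost without replicate 1, 2 or 3 at 0 h (adjusted p = 0.067, 0.096 and 0.13), replicate 2 or 3 at 1 h (0.1 and 0.12), replicate 1 at 2 h (0.053) or replicate 1, 2 or 3 at 4 h (0.052, 0.056 and 0.05), in a range from 0.00041 to 0.16. That of Cps1 at 1 h (0.25, adjusted p = 0.031, limma) was lost without replicate 1, 2 or 3 at 0 h (adjusted p = 0.1, 0.063 and 0.1) or at 1 h (0.081, 0.098 and 0.064), in a range from 0.00024 to 0.12. That of Atf3 at 4 h (-0.32, adjusted p = 0.019, limma) was lost without replicate 1, 2 or 3 at 0 h (adjusted p = 0.05, 0.064 and 0.058) or replicate 1 or 3 at 4 h (0.074 and 0.075), in a range from 0.00023 to 0.075.

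For probe sets changed at 1 h, the 10 splits of the 6 arrays are too few for a share under 0.05. The real split gave 1396 and the highest other 0, and it was 1 of the 10 with a count as large. That holds for the other comparisons: 3470 and 0 at 2 h, 3512 and 0 at 4 h, 899 and 0 from 1 h to 2 h, 502 and 0 from 2 h to 4 h, and 1852 and 0 from 1 h to 4 h. For the lists called by limma's camera it was 22 and 9 at 1 h, 17 and 8 at 2 h, and 20 and 9 at 4 h. For the 133 probe sets past both thresholds at any time chance can be excluded: of 100 groupings of the 12 arrays, the real one alone reached its value, and the highest other was 64.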

How the results depend on the processing

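Counts of changed probe sets at 1 h, 2 h and 4 h, then from 1 h to 2 h, from 2 h to 4 h and from 1 h to 4 h, were 1396, 3470, 3512, 899, 502 and 1852 as reported. With only probe sets over a mean signal of 100, a setting with fewer tested, they were 2393, 3867, 4110, 2080, 1456 and 2969, and the probe sets past both thresholds fell from 133 to 58. With a mean-variance trend they were 3100, 5574, 5733, 2494, 1642 and 3873, and 321 genes of the lists were called at 1 h, against 205.

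A separate t-test for each probe set, as the supplement words it, is called the supplement's own test here. With it the counts were 219, 1248, 2061, 16, 73 and 538, and the list genes called at 1 h and 2 h were 62 and 202, against 205 and 308. That test gives no camera test. With only the 2 groups compared in the fit, which leaves fewer arrays for the spread, they were 511, 1864, 2596, 47, 78 and 705, with 124 list genes at 1 h. Where a log2 change of at least 1 was also asked, 39, 76 and 72 passed at 1 h, 2 h and 4 h. The cause of these shifts was not tested beyond what the settings themselves fix.

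With a block for the replicate number, the counts from 1 h to 2 h and from 2 h to 4 h were 541 and 245. The numbers do not pair the arrays: correlations of the residuals between arrays of the same number ran from -0.36 to 0.17, and 3 of 12 arrays correlated best with one of their own number. The share higher at 2 h was 78.1% with array medians set equal, against 60.7%. Normalization again and array weights kept the 6 counts within 1.5 times, and adjustment over the 3 comparisons with 0 h together kept those at 1 h, 2 h and 4 h. The share higher from 1 h to 2 h was 63.5% with array medians set equal and 46.6% with normalization again, and at 4 h 62.5% and 49.8%.

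Without 1 array in turn the count at 1 h ran from 787 to 1305, with 874, 876 and 787 without replicates 1, 2 and 3 at 0 h, and 839 and 817 without replicates 1 and 3 at 1 h. At 2 h it ran from 2306 to 3342, with 2306 without replicate 3 at 0 h and 2307 without replicate 1 at 2 h. At 4 h it ran from 2320 to 3397, with 2337 without replicate 3 at 0 h and 2320 without replicate 3 at 4 h. From 1 h to 2 h it ran from 426 to 777, with 426, 468 and 534 without replicates 1, 2 and 3 at 1 h, and 439 and 430 without replicates 1 and 2 at 2 h. From 2 h to 4 h it ran from 171 to 397, with 227, 242 and 306 without replicates 1, 2 and 3 at 2 h, and 194, 171 and 203 without those at 4 h. From 1 h to 4 h it ran from 972 to 1711, with 1126, 1216 and 1142 without replicates 1, 2 and 3 at 1 h, and 1077, 1044 and 972 without those at 4 h. Fewer arrays were fitted in each of these.

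The expressed genes numbered 3340 with the probe set of largest interquartile range, 8901 as probe sets and 1702 after leaving out probe sets under the median interquartile range, against 5538. The share of PC 1 was 99.67% with unlogged values, 64.62% with each gene centred, and 99.84% with all genes and with all probe sets, against 99.26%.

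With the probe set of largest interquartile range, which is another probe set of the gene, 3 named calls changed sign: Akt1 at 2 h (-0.04) and 4 h (-0.02), and Lbp at 4 h (0.08). Of 573 calls of named genes 535 were kept by it, 362 by the supplement's own test, 455 by the fit of only 2 groups, 524 by the block, and 486 to 547 without 1 array. Of 59 calls of lists 52 were kept by it, 47 of 55 by the signal filter, and 54 to 59 without 1 array. For arrays, signal over background limits what is seen, and 5538 of the 18193 genes passed the signal rule.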

Differences from the paper's values

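The paper's number of genes past both thresholds, the sizes of the clusters in its tables, its number of expressed genes and its share of PC 1 lay within 1.5 times of the values here. The count of expressed genes closest to the paper's was 5692, for a signal over 100 on 1 array or more, against 5538 by the time means. Of the settings fixed before the data were examined, the supplement's own test gave 114 probe sets past both thresholds and the fit here 133, while a signal filter, at 58, lay further off. Of the 121 entries in the paper's tables, 103 passed both thresholds with the supplement's own test and all 121 in the fit here. The supplement's own test, as run here on the deposited values, thus did not return all the entries. The paper's Methods name limma's moderated t-statistics. The entries of the paper's tables that were matched are probe sets, and they stand for 103 symbols.

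The paper names Plk2 among the genes of a source with a delayed activation, and rebuilds a gene's course by mixing its sources. A log2 change against unstimulated cells is another measure than a contribution to a source, so the values here do not test that placement. The log2 change of Plk2 was -0.21 at 1 h, 0.03 at 2 h and -0.27 at 4 h. Gmnn and Mcm2, named with it, were higher at 2 h, at 0.47 and 0.40. Plk2 did not pass at 2 h, but it too had its highest value then.

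With k-means clustering of the genes past both thresholds, the paper could not identify time-resolved responses. Here 69 of the 133 probe sets differed between 1 h and 4 h at an adjusted p under 0.05 in limma. That is a test of single probe sets, chosen for a large change at 1 h, 2 h or 4 h, and not of clusters.

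The paper has coagulation factors activated. Of 28 measured genes of coagulation and fibrinolysis 6 were higher at 1 h, while 7 were higher and 7 lower at 2 h, and 7 higher and 12 lower at 4 h. The 28 include the anticoagulants Serpinc1 and Pros1 and plasminogen (Plg), so these counts are not of coagulation factors alone.

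The paper places metabolic genes in a k-means cluster with a constant level and finds no cluster of falling metabolic genes. Here the cluster of 224 genes, at -0.40 at 4 h, held 13 of the 29 expressed genes of cytochromes P450 and xenobiotic metabolism, while Phgdh and Psat1 of serine synthesis stood in the cluster of 57 genes, at 0.17 at 4 h.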

Other observations

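Of 29 measured interferon-stimulated genes, 7 were higher and 1 lower at 1 h, 8 and 1 at 2 h, and 7 and 3 at 4 h (10 and 1, 9 and 2, and 10 and 4 adjusted over the list alone). Iigp1, a GTPase that attacks intracellular parasites, rose by 1.05 ± 0.053 (log2) and Stat2, a transcription factor of interferon signalling, by 0.96 ± 0.068 at 4 h, while Cxcl10, a chemokine for T cells, fell by 0.58 ± 0.061. Of 22 measured targets of NF-kB and chemokines, 8 were higher and 3 lower at 1 h, 5 and 3 at 2 h, and 5 and 1 at 4 h (8 and 4, 6 and 5, and 5 and 5 adjusted over the list alone). Nfkbiz, a nuclear partner of NF-kB, rose by 0.66 ± 0.054 and Cxcl1, a chemokine for neutrophils, by 0.52 ± 0.048 at 1 h, and Vcam1, an adhesion molecule, fell by 0.28 ± 0.05. The interferon list passed at each time (limma's camera, adjusted p = 0.0098, 0.004 and 0.015; adjusted p = 0.13, 0.097 and 0.13 with an estimated correlation, and 0.24, 0.33 and 0.15 among probe sets with a mean signal over 100, the highest over the settings, the lowest being 0.0055, 0.00085 and 0.0044), and the NF-kB list at 1 h (adjusted p = 0.0098; adjusted p = 0.059 with an estimated correlation and 0.16 with the signal filter, in a range from 0.0058) and not at 2 h or 4 h (adjusted p = 0.28 and 0.36). The median and the mean of a list had opposite signs also for AP-1, the p53 pathway, fructose metabolism and the clock at 1 h, the p53 pathway, gluconeogenesis and targets of the aryl hydrocarbon receptor at 2 h, and the p53 pathway, pro-apoptotic genes, serine synthesis and lymphocyte markers at 4 h, none of them called by limma's camera. At 4 h the NF-kB list had a median of -0.02 and a mean of 0.12. Each list has 1 gene in the study's tables.

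Genes of the circadian clock and of iron changed strongly in single members. Of 18 measured clock genes, 3 were higher and 4 lower at 1 h, 4 and 8 at 2 h, and 3 and 3 at 4 h (6 and 6, 5 and 9, and 5 and 3 adjusted over the list alone). Per2, a repressor of the clock, fell by 1.64 ± 0.114 and Dbp, a clock output factor, by 1.33 ± 0.142 at 2 h, while Nfil3, a repressor of Dbp targets, rose by 0.61 ± 0.075. Limma's camera did not call the clock list (adjusted p = 0.74, 0.051 and 0.98). In the iron list Id1, a target of BMP signalling, rose by 1.48 ± 0.066 at 2 h and Bmper, a BMP binding protein, by 1.40 ± 0.141 at 4 h. Of 9 measured targets of the aryl hydrocarbon receptor, 2 were higher and 2 lower at 1 h, 1 and 2 at 2 h, and 1 and 2 at 4 h (2 and 2, 1 and 2, and 1 and 2 adjusted over the list alone), with the receptor Ahr itself up by 1.19 ± 0.059 at 2 h and Cyp1a1, its classical target, down to -1.48 at 4 h (limma's camera, adjusted p = 0.89, 0.98 and 0.56). The study has 2, 4 and 3 genes of these lists in its tables.

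In the unfolded protein response 2 of 24 genes were higher and 5 lower at 2 h, and 4 and 1 at 4 h (2 and 5, then 7 and 3 adjusted over the list alone; 2 and 7 at 1 h). Herpud1, which degrades misfolded proteins, fell by 0.82 ± 0.051 at 2 h. As a list it was lower at 1 h (limma's camera, adjusted p = 0.0022; adjusted p = 0.03 with an estimated correlation) and 2 h (adjusted p = 0.049; adjusted p = 0.097 with an estimated correlation), and higher at 4 h (adjusted p = 0.035; adjusted p = 0.074 with an estimated correlation). The call at 2 h held without replicate 2 at 0 h or replicate 2 at 2 h, and was lost without any other array, at adjusted p from 0.053 to 0.098. That at 4 h was lost without replicate 2 at 4 h (0.07, adjusted p = 0.051). Over the settings tried the p ran from 0.012 to 0.18 at 2 h and from 0.015 to 0.34 at 4 h.

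Of 16 measured genes of heat shock and oxidative stress, 2 were higher and 4 lower at 1 h, 3 and 5 at 2 h, and 1 and 5 at 4 h (2 and 5, 5 and 6, and 2 and 6 adjusted over the list alone). Srxn1, an antioxidant enzyme, fell by 1.06 ± 0.056 at 4 h. Limma's camera called the list lower at 1 h (adjusted p = 0.014; adjusted p = 0.13 with an estimated correlation; lost without replicate 1 at 1 h, -0.06, adjusted p = 0.058, in a range from 0.012 to 0.071) and 4 h (adjusted p = 0.0071; adjusted p = 0.092 with an estimated correlation), and not at 2 h (adjusted p = 0.86). The study has 1 of these genes in its tables.

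Of 25 measured genes of the actin cytoskeleton, limma called 0 at 1 h, where 6 were lower at an unadjusted p under 0.05 and a test of each probe set by its own spread called 1, 2 were higher and 2 lower at 2 h, and 2 and 3 at 4 h (3 and 5, then 3 and 4 adjusted over the list alone). Zyx, a protein of focal adhesions, fell by 0.38 ± 0.044 at 4 h. The actin list was lower at 1 h (limma's camera, adjusted p = 0.035; adjusted p = 0.19 with an estimated correlation), which was lost without replicate 1 at 0 h (-0.03, adjusted p = 0.14) and replicate 2 at 1 h (-0.02, adjusted p = 0.053), in a range from 0.017 to 0.14, and not at 2 h or 4 h (adjusted p = 0.81 and 0.66).

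Among markers of other liver cells, of 19 stellate and fibroblast genes 2 were higher and 1 lower at 1 h, 3 and 2 at 2 h, and 5 and 1 at 4 h (4 and 2, 4 and 3, and 5 and 1 adjusted over the list alone) (limma's camera, adjusted p = 0.41, 0.97 and 0.15). Timp1, an inhibitor of metalloproteinases, rose by 0.97 ± 0.075 and Reln, or reelin, fell by 0.98 ± 0.083 at 4 h. Of 11 biliary and progenitor genes 2 were higher and 0 lower at 1 h, 2 and 1 at 2 h, and 2 and 1 at 4 h (2 and 0, 3 and 1, and 2 and 1 adjusted over the list alone) (limma's camera, adjusted p = 0.11, 0.18 and 0.28), and 2 are in the study's tables. Krt19, a bile duct keratin, rose by 1.08 ± 0.073 at 2 h.

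Of 18 endothelial genes limma called 0 at 1 h and at 4 h. At an unadjusted p under 0.05, 3 were higher and 1 lower at 1 h, and 1 was lower at 4 h. A test of each probe set by its own spread called 0 at both times. At 2 h 1 gene was lower, and 0 when adjusted over the list alone. Limma's camera called the list lower at 2 h (adjusted p = 0.035, and 0.25 with an estimated correlation). That was lost without replicate 3 at 0 h (-0.07, adjusted p = 0.085) and replicate 2 at 2 h (-0.07, adjusted p = 0.096), in a range from 0.022 to 0.11. Of 13 lymphocyte genes limma called 0 at 1 h (2 lower at an unadjusted p under 0.05, and 0 by a test of each probe set by its own spread), 1 was lower at 2 h and 1 higher at 4 h (limma's camera, adjusted p = 0.2, 0.22 and 0.8).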
